# Phenotypic and transcriptomic impact of expressing mammalian TET2 in the *Drosophila melanogaster* model

**DOI:** 10.1080/15592294.2023.2192375

**Published:** 2023-03-29

**Authors:** Joy N. Ismail, Sarah Mantash, Mohammad Hallal, Nada Jabado, Pierre Khoueiry, Margret Shirinian

**Keywords:** TET2, *Drosophila melanogaster*, glioma, behaviour, circadian rhythm, innate immunity, leukaemia

## Abstract

Ten-Eleven Translocation (TET) proteins have recently come to light as important epigenetic regulators conserved in multicellular organisms. TET knockdown studies in rodents have highlighted the critical role of these proteins for proper brain development and function. Mutations in mammalian mTET proteins and mTET2 specifically are frequent and deregulated in leukaemia and glioma respectively. Accordingly, we examined the role of mTET2 in tumorigenesis in larval haemocytes and adult heads in *Drosophila melanogaster*. Our findings showed that expression of mutant and wild type mTET2 resulted in general phenotypic defects in adult flies and accumulation of abdominal melanotic masses. Notably, flies with mTET2-R43G mutation at the N-terminus of mTET2 exhibited locomotor and circadian behavioural deficits, as well as reduced lifespan. Flies with mTET2-R1261C mutation in the catalytic domain, a common mutation in acute myeloid leukaemia (AML), displayed alterations affecting haemocyte haemostasis. Using transcriptomic approach, we identified upregulated immune genes in fly heads that were not exclusive to TET2 mutants but also found in wild type mTET2 flies. Furthermore, inhibiting expression of genes that were found to be deregulated in mTET2 mutants, such as those involved in immune pathways, autophagy, and transcriptional regulation, led to a rescue in fly survival, behaviour, and hemocyte number. This study identifies the transcriptomic profile of wild type mTET2 versus mTET2 mutants (catalytic versus non-catalytic) with indications of TET2 role in normal central nervous system (CNS) function and innate immunity.

## Introduction

The ten-eleven translocation (TET) proteins are a family of epigenetic regulators discovered after identification of TET1 as a fusion partner of mixed lineage leukaemia (MLL) in acute myeloid leukaemia (AML) patients. This family of three proteins – TET1, TET2, and TET3 – plays a key role in active DNA demethylation [1]. TETs are dioxygenases that initiate active demethylation of cytosine residues on DNA [1–3]. They do so by catalysing the conversion of 5-methylcytosine (5mC) into 5hmC and further oxidized derivatives [4]. Enzymes involved in DNA repair can further remove these oxidized methylcytosines replacing the modified cytosines with unmodified ones. The catalytic activity of TET proteins is dependent on the presence of Fe (II) and 2-oxoglutarate as cofactors [5]. As TET proteins have an important role in regulating DNA methylation fidelity, their inactivation might contribute to DNA hyper-methylation of specific promoters often observed in cancer. TET2 mutations are commonly identified in myeloid and lymphoid malignancies and are amongst the most recurrently acquired mutations identified in patients suffering from chronic myelomonocytic leukaemia (CMML, 50–60%), AML (~20%), and myelodysplastic syndromes (MDS, ~20%) [6–8]. Furthermore, TET2 genetic alterations are observed in other types of haematological malignancies, including various B and T cell lymphomas [9]. TET1 and TET3 on the other hand are implicated in different cancers to a lesser extent – potentially due to their limited expression in adulthood relative to TET2. In a mouse model, TET1 deletion leads to B-cell lymphoma and a genetic dysregulation of DNA repair pathways [10]. While TET proteins were initially thought to be associated with blood cancers only, various recent studies have established that they may be involved in solid tumours also, further confirming their potential role in tumorigenesis. For instance, low levels of TETs 1–3 and 5hmC are observed in digestive system cancers, including gastric carcinoma and colorectal cancer [11–13]. TET1 is also found to be downregulated in breast, prostate, and lung cancers, associated with increased invasiveness and metastasis [14–17]. Due to the large number of additional somatic alterations found in many malignancies, it is difficult to conclude whether TET mutations are driving tumorigenesis or maintaining the tumorigenic status imposed by other oncogenes. Furthermore, it is not clear whether the catalytic activity or catalytic-independent mechanisms of TET are involved in oncogenesis. Therefore, a better understanding of the *in vivo* role of TET during oncogenesis is essential. In addition, the role of mutated TET proteins in solid cancers is not yet clearly established, although it is generally accepted that loss of TET function and low 5hmC levels are strongly associated with cancer [18]. Surprisingly, although the loss of function of TET proteins results in increased methylation at many regulatory genomic regions, a small number of studies have documented DNA hypomethylation in genomes of TET-deficient cells that were not found to overlap with active regulatory regions of the genome [19–21]. Therefore, this phenomenon of hypomethylation upon loss of TET function is poorly understood. In addition, there is increasing evidence from recent years that not only the loss of TET function is correlated with increased malignancy and poor prognosis, but the overexpression of TET proteins can also lead to unfavourable outcomes in cancer. For example, in a recent study TET3 upregulation was documented in hepatoblastoma with a concomitant increase in the 5hmC content in these tumour cells [22]. Furthermore, studies on animal models revealed that TET overexpression in embryonic developmental stages represses differentiation and alters cellular reprogramming of induced pluripotent stem cells (iPSCs) [23]. In this study, we opted to understand TET2 function in a simple, tractable *Drosophila* model. To this end, we generated transgenic flies expressing wild type mTET2, mTET2 with an Arginine to Glycine mutation (R43G) at the N-terminus identified in a diffuse intrinsic pontine glioma (DIPG) patient (found in a glioma cohort from our group), or mTET2 with an Arginine to Cysteine (R1261C) mutation in the catalytic domain that is frequently reported in AML. We investigated their impact on survival and behavioural phenotypes and their role in glial and haemocyte homoeostasis in the brain and haemolymph respectively. Our findings showed that expression of mutant and wild type TET2 resulted in general defects in the adult fly thorax and male genitalia, and accumulation of necrotic/melanotic masses in the abdomen. Notably, the R43G non-catalytic mutation conferred changes in behaviour and fly lifespan whereas the common leukaemia mutation R1261C had a stronger impact on larval haemocyte haemostasis. Through transcriptomic analysis, we further identified an immune signature that was consistently upregulated in all transgenic mTET2 fly heads, including the wild type mTET2, with a relatively small number of genes that were differentially expressed in R43G and R1261C compared to wild type. Remarkably, when some of these upregulated genes were knocked down in R43G and R1261C mutants, impairments in lifespan, behaviour, and haemocyte number defects were rescued suggesting that these genes could serve as potential candidates for further investigation in higher mammalian models or tissues from TET2 mutant tumour samples.

## Materials and methods

### Fly stocks and handling

The following fly stocks were obtained from the Bloomington Drosophila Stock Center (BDSC): *w*^*1118*^, UAS-GFP.nls (#4775) and dTet-Gal4 [24]. Flies crosses were performed on standard cornmeal-agar medium at 25°C.

### Transgenic fly generation

cDNA of mouse methyl cytosine dioxygenase TET2 in a mammalian expression vector pcDNA3-mTET2 (5763 bp) was obtained from (Addgene: Plasmid number 60,939). TET2-wt, TET2-R43G, and TET2-R1261C were then placed into fly cloning and transformation vector pUASTattB [25] containing an N-terminal 1×Flag-tag (DYKDDDDK). Cloning and site-directed mutagenesis was performed by Custom DNA Constructs LLC. All transgenes of mTET2 wild type and mutants are generated using PhiC31 (φC31) integrase system using the fly line BDSC (#8621) with a landing site on chromosome 2 (Chr 2, 55C4, 2 R:18357321).

UAS-dTet flies were generated by synthesizing the cDNA of *Drosophila* Tet (8829 bp) (NM_001274415.1) and cloning it into *Drosophila* specific cloning vector pUASTattB containing N-terminal 1×Flag-1×HA tags (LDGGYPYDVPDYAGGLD) (MDYKDDDDK) within (XbaI and KpnI) sites. dTet synthesis and cloning were performed by GenScript, USA, Inc. Transgenic dTet flies are generated using PhiC31 (φC31) integrase system using the fly line BDSC (#8621) with a landing site on chromosome 2 (Chr 2, 55C4, 2 R:18357321). All transgenes were generated by BestGene Inc.

### RNA extraction and quantitative RT-PCR

Total RNA was extracted from 1-day old adult fly heads using the TRI Reagent (Sigma-Aldrich). Approximately 100 µL of Trizol were added to samples followed by manual homogenization with a pestle (brains) or with a Tissue Lyser (whole larvae, Jingxin). Samples were incubated at room temperature for 5 min followed by centrifugation at 21,000 g for 5 min at 4°C. Chloroform (Sigma-Aldrich) was subsequently added and samples were vortexed and then centrifuged at 21,000 g for 10 min at 4°C. The supernatant containing RNA was collected in a new tube and cold isopropanol was added. Samples were kept at room temperature for 10 min to allow for maximum RNA precipitation prior to centrifugation at 21,000 g for 20 min at 4°C. The RNA pellet was subsequently washed with 70% ethanol twice and centrifuged at 21,000 g for 10 min each at 4°C. The ethanol was discarded and the pellet was air-dried on ice before being resuspended in nuclease free water. Genomic DNA was removed from extracted RNA by incubating samples with DNase (ThermoScientific) for 1 h at 37°C. cDNA synthesis was performed using the Revert Aid First Strand cDNA Synthesis Kit (ThermoScientific). Quantitative RT-PCR reactions were performed in triplicates on Biorad CFX Connect using SYBR Green (BioRad SSO Advanced Universal SYBR Green Supermix). Samples were normalized to *rp49* and relative gene expression was calculated using the Livak method. Statistical significance was measured using an unpaired student’s *t-*test. P-values less than 0.05 were considered statistically significant. Primer sequences can be found in **Supplemental Table S1**.

### Western blot

Twenty adult heads were collected in 2× Laemmli buffer containing 4% protease inhibitor (Roche) and 10% phosphatase inhibitor (Roche). Samples were homogenized using a pestle followed by sonication for 10 min at 4°C. Samples were then centrifuged for 15 min and the supernatant was collected. 100 µg of protein were loaded onto 8% acrylamide gel and were run at 90 V. Precision Plus Protein Kaleidoscope ladder (Biorad) was used as a molecular weight marker. The gel was removed and placed on a PVDF membrane (Biorad) inside a transfer apparatus for blotting overnight at 30 V at 4°C. The membrane was then placed in a blocking solution (5% milk in PBS-Tween 0.05%) for 1 h. The primary antibody was added overnight in blocking solution (anti-β actin, Abcam, 1:5000; anti-Flag, Sigma, 1:500). The membrane was washed three times in PBS-Tween for 10 min each and was then incubated with an HRP-conjugated secondary antibody (Abcam, 1:5000) for 2 h at room temperature. The membrane was washed three times with PBS-Tween for 10 min each. Imaging was done on the Chemidoc MP machine using ECL Clarity Max (Biorad).

### Transcriptome sequencing (RNA-seq)

Total RNA was collected from thirty 1-day old male and female fly heads (in equal ratios) by Trizol (Sigma-Aldrich) extraction as previously described. Twelve RNA samples in ethanol (three biological replicates for each group) were sent to Macrogen (Seoul, South Korea) for further processing. Ribodepletion was performed on the samples (Illumina TruSeq Stranded Total RNA with Ribo-Zero Gold Human/Mouse/Rat) followed by sequencing using Illumina TruSeq on the NovaSeq6000 platform with a scope of 4GB of reads per sample. Fastq files were provided with each containing around 25 million paired end reads of a mean read length of 100 basepairs (bp).

### Bioinformatics analysis

Data was prepared by performing quality control (QC) checks on all fastq files to ensure reads were of good quality and adapter-free using fastqc (v0.11.8) and results were aggregated using multiQC (version 1.7). Alignment to reference genome dmel_r6.28_FB2019_03 obtained from flybase (https://flybase.org/) was performed using hisat2 (version 2.1.0) with the following parameters: –new-summary -p 50 –RNA-strandness RF –dta –max-intronlen 300,000. The generated SAM files were transformed to BAM, sorted, and indexed using samtools (version 1.4.1). Normalized bigwig files used for visualizations on the Integrative Genomics Viewer (version 2.4.16) were generated using deeptools (version 3.1.0–2-38cfe39) with the following parameters: -p50/–normalizing CPM. Additional quality checks were performed on the generated bam files (gene body coverage, correlation matrix between biological replicates, PCA analysis between conditions, etc.) using deeptools and RSeQC package (version 2.6.4). Gene expression counts matrix was generated using featureCounts (version 1.6.0) with the following parameters: -s 2 -p -t gene -g gene_id -T 50. Starting from the generated counts matrix, differential expression analysis was done in R (version 3.6.1) using DESeq2 package (version 1.24.0). Genes with an expression sum across all replicates and conditions that were less than 10 reads were removed from the counts matrix as per recommendations from DESeq2 authors. DESeq2 was used with default parameters. Genes with abs (log2 fold-change) > = 1 and p-adj < = 0.05 were considered as differentially expressed between conditions. Gene ontology analysis for the differentially expressed genes was done on the FlyMine platform (v48, 2019).

### Drosophila activity assay

To record the daily activity and sleep of wild type and mTET2 mutants, the *Drosophila* activity monitor (DAM) system was used (TriKinetics Inc). Glass activity tubes containing 5% sucrose and 2% agarose, sealed with melted paraffin at the food end, and plugged with cotton at the other end were used. Male flies were loaded into the activity tubes with one fly per tube. The tubes were placed in monitors with each monitor corresponding to a genotype. The following stocks were obtained from Vienna Drosophila RNAi Center: Atg16-RNAi (#25651), ich- RNAi (#20127), and UAS-GFP-RNAi (Kind gift from Dr. Martin Hasselblatt).

The following genotypes were used for this analysis (**Supplemental Table S2**): w^1118^ (*n* = 24), dTet-Gal4>wt-mTET2 (*n* = 24), dTet-Gal4>mTET2-R43G (*n* = 28), dTet-Gal4>mTET2-R1261C (*n* = 32), dTet-Gal4>wt-mTET2-Atg16 RNAi (*n* = 21), dTet-Gal4>mTET2-R43G-Atg16 RNAi (*n* = 24), dTet-Gal4>wt-mTET2 ich RNAi (*n* = 20), and dTet-Gal4>mTET2-R43G-ich RNAi (*n* = 20), dTet-Gal4>dTet (*n* = 21), dTet-Gal4>wt-mTET2-dTet RNAi (*n* = 29), dTet-Gal4>Atg16 RNAi (*n* = 19), dTet-Gal4>ich RNAi (*n* = 25), dTet-Gal4 (*n* = 14). The activity monitors were connected to a data collection system and the experiment was run for 40 days. The DAM system was maintained at 25°C, at a humidity above 60%, at a cycle of 12 hours of daylight and 12 hours of dark. Each tube was placed into a channel in which an infrared light beam detects the movement of the fly. Trikinetics data acquisition software (DAMSystem308, Trikinetics Inc.) saves the data as activity of each fly per 5 minutes. Locomotor activity, sleep duration, and survival of the flies were analysed by considering 5 minutes of inactivity as sleep and more than 24 hours as death. Data analysis was performed on the living flies over 30 days [26]. ActogramJ plug-in (v0.9) was used to draw periodic actograms for each fly [27]. Calculation and statistical analysis of data were carried out using Microsoft Excel and Graphpad Prism (Graphpad Software, La Jolla, CA, USA).

### Immunofluorescence staining

Adult brains were dissected in PBS with 0.3% Triton X-100 (PBST, Sigma-Aldrich) and were then fixed in 4% formaldehyde for 20 min at room temperature. Brains were then washed in PBST three times for 20 min each. Subsequently, brains were placed in blocking solution (5% normal goat serum [Dako] in PBST) overnight at 4°C. Samples were then incubated in primary antibody diluted in blocking solution overnight at 4°C (mouse anti- Repo from Developmental Studies Hybridoma Bank (DSHB) 8D12, 1:30). Brains were then washed in PBST 3 times for 20 min each and were then incubated with fluorochrome-conjugated secondary antibody (AlexaFluor-594 anti-mouse- Abcam, 1:500) for 2 h. Samples were then incubated in DAPI solution (1:5000, 10^−3^mg/mL, Molecular Probes) for 5 min and were then washed in PBST three times for 20 min each. Samples were then mounted onto microscope slides with gold anti-fade solution (Invitrogen) for subsequent analysis using the Zeiss LSM 710 laser scanning confocal microscope. All images were acquired and analysed using the Zeiss ZEN 9 image software.

### Dot blot

RNA samples were dotted onto a nylon membrane (Sigma-Aldrich). The membrane was then stained with methylene blue (Alfa Aesar) for visualization of loading (1% in 0.3 M sodium acetate). The membrane was washed with distilled water and was subsequently blocked in 5% milk in PBS-Tween (0.05%) for 1 h at room temperature. The membrane was then incubated with rabbit anti-6 mA for DNA (Synaptic Systems, 1:1000) and rabbit anti-5hmC for RNA (Abcam, 1:5000) overnight at 4°C. The following day the membrane was washed 3 times with PBS-Tween and was subsequently incubated with a rabbit HRP-conjugated secondary antibody (Santa Cruz, 1:5000) for 2 h at room temperature. The membrane was washed 3 times and was then imaged using the Chemidoc MP machine.

### Survival analysis

Twenty third-instar larvae were collected for each genotype and were placed into new vials and the number of pupae and adults was recorded. The survival assay was performed three times (total of 60 larvae) and a two-tailed student’s t-test was used to determine significance between groups.

### Gap measurement

To detect thorax and abdomen gaps, adult flies were collected and placed at −20ºC for 1 h. Subsequently, wings and legs were removed to allow for proper positioning and imaging. Flies were placed ventrally on double-sided tape and images were taken of the thorax and abdomen of each fly using the Olympus SZX10 upright microscope. The space between the two bilateral sides of the thorax and abdomen was measured using the Olympus CellSens software.

### Haemocyte count in third instar larvae

To count the number of haemocytes, third instar larvae of the following genotypes were used (**Supplemental Table S2**): UAS-Relish-RNAi (Vienna Stock Center VDRC 49414), UAS-Myd88 RNAi (Vienna Stock Center VDRC 25399), UAS-GFP-RNAi (Kind gift from Martin Hasselblatt), UAS-Stat92E RNAi (Vienna Stock center VDRC106980), dTet-Gal4>w^1118^ (*n* = 30), dTet-Gal4>wt-mTET2 (*n* = 30), dTet-Gal4>mTET2-R43G (*n* = 30), dTet-Gal4>mTET2-R1261C (*n* = 34), dTet-Gal4>wt-mTET2-Stat92E RNAi (*n* = 31), dTet-Gal4>mTET2-R1261C-Stat92E RNAi (*n* = 30), dTet-Gal4>wt-mTET2-Myd88 RNAi (*n* = 29), dTet-Gal4>mTET2-R1261C-Myd88 RNAi (*n* = 32), dTet-Gal4>wt-mTET2-Relish RNAi (*n* = 34), dTet-Gal4>mTET2-R1261C-Relish RNAi (*n* = 36), dTet-Gal4>wt-mTET2-GFP RNAi (*n* = 30), and dTet-Gal4>mTET2-R1261C-GFP RNAi (*n* = 29). Third instar larvae were collected from each cross and washed with PBS 1 × . The haemolymph of each larva was bled in 10 μL of PBS 1× then added to a volume of 10 μL of trypan blue. The total bleed volume was transferred to a haemocytometer and cells were counted. Graphs and statistical evaluation were performed using GraphPad Prism version 8.4.2.

## Results

### Adult flies expressing wild type or mutant mTET2 show survival and morphological defects

To better understand the role of mTET2 in development, we opted to express two mTET2 mutations in dTet expressing cells in *Drosophila*: the Arginine 43 to Glycine (R43G) mutation within the N-terminus of TET2 (previously found in a DIPG sample as part of a whole-exome sequencing study) and the Arginine 1261 to Cysteine (R1261C) mutation within the catalytic domain that is commonly found in AML patients [27] (Figure 1a, Supplemental Figure S1).

**Figure 1.**
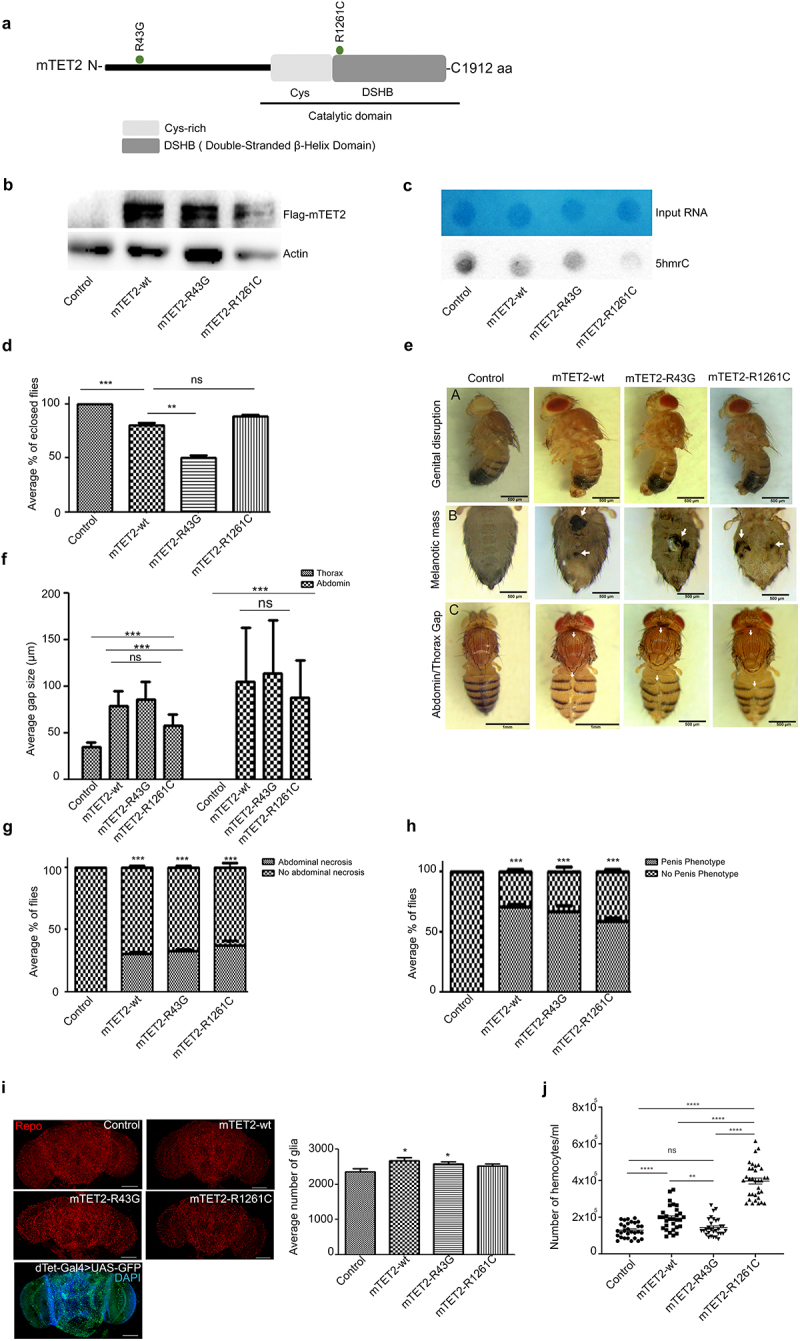
**Morphological and survival defects exhibited by mTET2 expressing flies**. (**a)** Schematic representation of mTET2 with its functional domains. Mutations R43G at the N-terminus and R121C at the catalytic domain are depicted. Transgenes tested in the study in dTet-expressing cells using the dTet promoter (dTet-Gal4) are indicated in (**Supplemental Figure S1**). (**b**) Validation of transgene expression in flies by Western blot against Flag tag (*n* = 3, 20 adult heads per group). (**c**) the expression of mTET2 is associated with an alteration in levels of 5hmc on RNA (5hmrC). Representative images from dot blot assays on 5hmrC abundance in adult heads with quantification of signal intensity normalized to loading control and shown as relative to control. Methylene blue (MB) was used as a loading control. 900 ng of RNA were loaded. (**d**) the average percentage of third instar larvae that eclosed as adults (*n* = 3, 30 larvae per group). Mean is shown with s.e.m. (**e-panel A**) Light microscopy images of male flies showing the malformation and protrusion of male genitalia in mutant flies as compared to the wild type control. Scale bar, 500 μm. (**e-panel B**) Light microscopy images of flies showing the presence of melanotic masses in the abdomen of transgenic flies that are not found in the wild type controls. Scale bar, 500 μm (second panel). (**e-panel C**) Light microscopy images of adult flies showing gaps along the midline in the thorax and abdomen (arrows). (**f**) Quantification of the average size of thorax and abdomen gaps in adult flies (*n* = 3, 20 flies per group), (**g**) Quantification of the occurrence of the melanotic masses in adult flies (*n* = 3, 20 flies per group), (**h**) Quantification of the occurrence of penis malformation in males (*n* = 3, 10 flies per group) (**i**) Representative confocal maximum intensity projections of adult brains stained with the glial marker Repo. Scale bar, 100 μm. Quantification of the average amount of glia per brain as calculated by ImageJ’s ITCN tool (*n* = 30 per genotype). Mean is shown with s.e.m. Confocal maximum intensity projection of Tet-Gal4>UAS-nuclear GFP brains showing the pattern of cells in which expression of transgenes is driven. Scale bar, 100 μm (lower panel). Control group used is a driver control dTet-Gal4>w^1118^); (**j)** Number of haemocytes present in larval haemolymph expressing either no transgene (driver control; dTet-Gal4>w^1118^) (*n* = 30), mTET2-wt (*n* = 30), mTET2-R43G (*n* = 30), or mTET2-R1261C (*n* = 34) with mTET2-wt and mTET2-R1261C showing a remarkable increase (n ≅ 30 in each genotype). *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

The presence of transgenes was confirmed and their catalytic activity was assessed (Figure 1b,c). As predicted, only the mutation that is present within the catalytic domain of mTET2 (R1261C) showed reduced levels of 5hmC in RNA (5hmrC) relative to control and mTET2-wt flies (Figure 1c). Next, we carried out a survival analysis following larval to adult stages in mTET2 expressing flies. The expression of both wild type and mutant mTET2 (R43G or R1261C) in dTet-expressing cells resulted in reduced survival of adult flies (Figure 1d). The expression of mTET2-R43G showed the highest proportion of lethality with only around 50% of larvae reaching the adult stage (*p* = 0.0018), as compared to 88% survival in flies expressing the mTET2-R1261C, which was non-significant compared to mTET2-wt. Expressing mTET2-wt on the other hand caused a milder lethality with reduced survival (80%, *p* = 0.0023). Furthermore; to assess whether overexpression of *Drosophila* dTet will lead to similar effect in survival, we have expressed dTet in dTet-expressing cells. Few pupae eclosed to adult flies (*p* < 0.0001) in comparison to mTET2 indicating more severe effect on survival upon dTet expression **(Supplemental Figure S2**).

Eclosing flies exhibited severe defects in thoracic and abdominal morphology. Gaps were seen along the midline between the two sides of the body, which is indicative of a defect in the process of closure that must occur during development and specifically during morphogenesis in the pupal stage (Figure 1e, panel C). This effect was seen in 100% of flies expressing wild type or mutant mTET2 but showed varying levels of severity (Figure 1f). It is important to note that the variations in severity levels between all mTET2 expressing flies could be dependent on the dose of transgene expression that might vary between different mTET2 expressing flies. Of note, some of the control flies (Tet-Gal4>w^1118^) also showed some gaps in the thorax. Measurements of the thorax and abdomen gaps showed that there was no major difference between the mTET2-wt and mutant groups (Figure 1f). In addition to the thorax and abdomen phenotype, some adult flies exhibited melanotic masses on the ventral aspect of the abdomen (Figure 1e, panel B). This was found in around 31–33% of flies expressing mTET2-wt or mTET2-R43G, and in 20% of flies expressing mTET2-R1261C (Figure 1g). Moreover, the genitalia in transgenic male flies were structurally altered whereby they protruded outside the body and formed an irregular floral-like structure (Figure 1e, panel A). Quantification of this phenotype showed that it was highly prevalent and present in around 60–70% of male flies (Figure 1h). We further assessed the survival in flies overexpressing mTET2-wt in *Drosophila* Tet (dTet) knock down background (dTet RNAi) to examine whether the effect of mTET2 expression will be modulated upon endogenous dTet knockdown. The survival data showed a slight reduction in the number of enclosed pupae in mTET2-wt overexpression with dTet RNAi knockdown compared to mTET2-wt expression alone (*p* = 0.0122) **(Supplemental Figure S2)**. Taken together, these findings suggest that ectopic expression of wild type or mutant mTET2 induces defects in survival and morphological body structure with varying severity.

### Expression of wild type or mutant mTET2 leads to an increase in the number of glia and haemocytes in fly brain and larvae

Since our interest was to determine whether the N-terminal mTET2-R43G mutation has any impact on brain development and function, it was crucial to determine whether the expression of this mutation affected adult fly brains. While no obvious gross morphological changes were observed in the fly brains, there was a significant increase in the number of Repo-positive differentiated glial cells (~2583.59 glial cells) compared to the control (~2361 glial cells, *p* = 0.045) (Figure 1i). The increase in cells was most apparent in the central brain region. As seen in the previous phenotypes, the expression of mTET2-wt alone also induced a similar expansion in the differentiated glial population (~2666.3 glial cells) with respect to the control (~2361 glial cells, *p* = 0.0254). To confirm whether the transgene is expressed in the same cell populations in which the increase in glia is seen, GFP-driven expression of dTet was analysed and the pattern of expression appeared to be in the central brain region and optic lobes, consistent with the brain areas where the glial increase was observed (Figure 1i). Of note, brains from flies expressing mTET2-R1261C, which is the mutation found in leukaemia, did not show any increase in the number of glia relative to control brains (Figure 1i). We therefore chose to evaluate the status of the haematopoietic system. Indeed, larvae expressing mTET2-R1261C showed a significant increase in haemocyte numbers (3.97×10^5^/mL) as compared to mTET2-wt (1.94×10^5^/mL, *p* < 0.0001) and control larval haemolymph (1.29×10^5^/mL, *p* < 0.0001) (Figure 1j). Nevertheless, mTET2-R43G expression did not lead to a remarkable difference in larval haemocyte numbers (1.43×10^5^/mL) compared to the control (1.29×10^5^/mL) (Figure 1j). Importantly, mTET2-wt larvae also displayed a similar phenotype with a significant increase in the number of haemocytes (1.94×10^5^/mL) with respect to the control (1.29×10^5^/mL, *p* < 0.0001). The obtained findings indicate that the expression of mTET2-R1261C leukaemia mutation in flies triggers the highest increase in haemocyte numbers in the context of the haematopoietic system and that ectopic expression of TET2 – either wild type or mutant – causes defects both at the level of haemocyte and glial cell counts.

### Expression of mTET2-R43G and R1261C mutants leads to shorter lifespan and defects in fly activity and sleep patterns

Given the increase in the number of differentiated glial cells in brains of mTET2 expressing flies and the known role of dTet in glial cell organization and function in axonal targeting [28], we performed behavioural assays using the *Drosophila* activity monitor system to investigate the impact of R43G or R1261C expression driven by dTet-Gal4 on lifespan as well as circadian and locomotor behaviour in adult flies. Consistent with the survival analysis performed to quantify the number of flies eclosing to adults, mTET2-R43G mutants showed an overall decrease in adult lifespan where flies tend to die in the first 20 days (Median survival = 17 days) compared to mTET2-wt (Median survival = 21, *p* = 0.0371) and mTET2-R1261C mutants (Median survival = 22.5 days, *p* = 0.0049) (Figure 2a). mTET2-R1261C mutants, on the other hand, showed a minimal decrease in survival (Median survival = 22.5 days) compared to the control (Median survival = 24.5 days, *p* = 0.0446) that was not significant when compared to mTET2-wt mutants (median survival 21, *p* = 0.544) (Figure 2a). mTET2-wt flies also showed an overall reduced lifespan (Median survival = 21) when compared to the wild type control (Median survival = 24.5). To make sure the phenotype observed in mTET2-wt is not from the driver itself, we performed survival analysis on dTet-Gal4 flies. As expected, lifespan of dTet-Gal4 driver (control) (Median survival = 23) was comparable to the wild type control (Median survival = 24.5) indicating no effect for the driver alone on fly survival **(Supplemental figure S3a**). Next, we assessed whether overexpression of *Drosophila* Tet (dTet) may result in similar effects on survival. Notably, dTet overexpression was very severe where median survival of these flies was 15 days **(Supplemental figure S3a**). In addition, severe life span reduction was observed in adult mTET2-wt flies in dTet knockdown background compared to mTET2-wt expression alone indicating that loss of endogenous dTet exacerbated mTET2 overexpression survival phenotype **(Supplemental Figure S3b)**.

**Figure 2.**
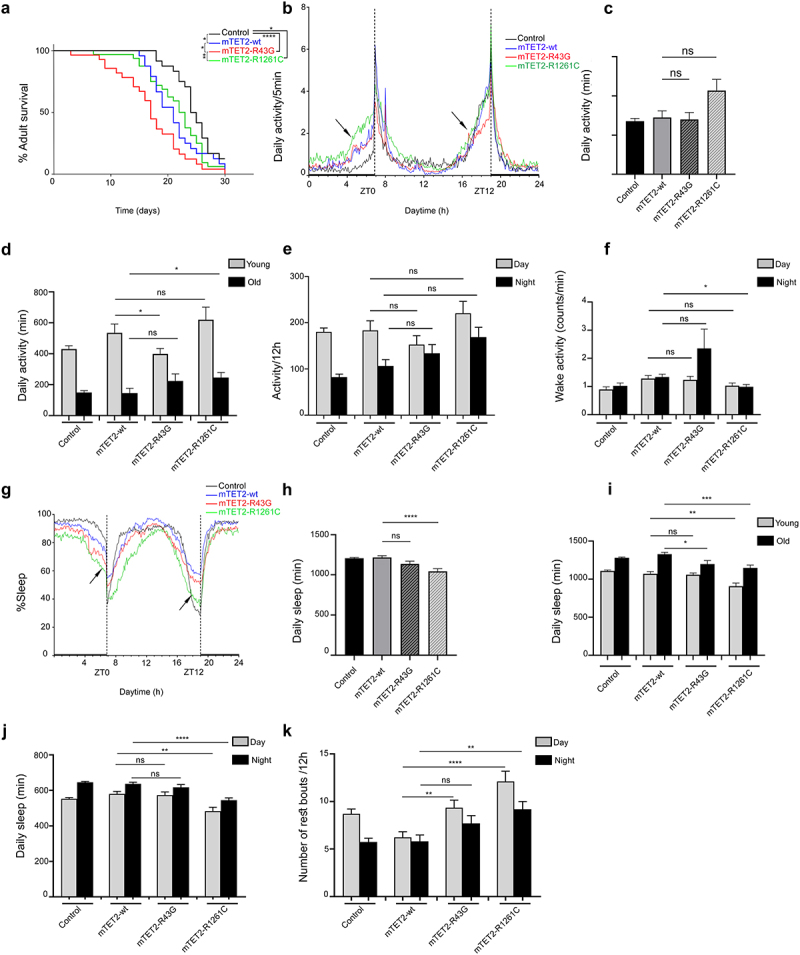
**Expression of human mTET2-R43G and mTET2-R1261C in dTet expressing flies results in altered lifespan and circadian phenotypes**. (**a**) Kaplan-Meier survival curve of male flies expressing either no transgene (*w*^*1118*^ control, *n* = 24), mTET2-wt (*n* = 24), mTET2-R43G (*n* = 28), or mTET2-R1261C (*n* = 32) driven by dTet-Gal4. Statistical significance of the difference between survival curves was determined using the Mantel-Haenszel test. Survival of mTET2-wt, mTET2-R43G, and mTET2-R1261C was significantly reduced compared to control (* *p* < 0.05, ****p < 0.0001). Survival of mTET2-R43G flies was significantly reduced compared to mTET2-wt and mTET2-R1261C (Unpaired t-test; *p < 0.05, **p < 0.01). (**b**) Locomotor activity graphs were analysed over 30 days. For each group, the locomotor activity levels of individual male flies were measured in 5-minute bins and then averaged to obtain a representative activity profile. *Drosophila melanogaster* generally exhibits two activity bouts: one centred around ZT0 (morning peak) and the second around ZT12 (evening peak), arrows indicate the anticipatory activity prior to light transition states. (**c**) Graph showing the average activity of the flies over 24 h intervals (Unpaired t-test; ns: *p* > 0.05). (**d**) the flies are subdivided into two groups in an age-dependent manner as locomotion is age-dependent: ‘young’ represents 1–13 days old and ‘old’ represents 14–30 days old. Note that mTET2-R43G young flies are significantly less active (* *p* < 0.05), whereas old mTET2-R1261C flies are more active (* *p* < 0.05) compared to mTET2-wt. (**e**) Graph showing the average locomotor activity over 12 h intervals (day: light on, night: light off) (Unpaired t-test; ns: *p* > 0.05). (**f**) Graph illustrating the wake activity counts per min over 12 h intervals. The wake activity is a measure of the activity rate when the flies are awake. Note that there is a significant decrease in the wake activity in mTET2-R1261C flies compared to mTET2-wt flies (*p < 0.05). (**g**) Graph illustrating the percentage of time that flies spent sleeping over several days. For each group, the percentage of flies sleeping was measured in 5-minute bins and then averaged to obtain a representative sleep profile. (**h**) Graph showing the average sleep of the flies over 24 h intervals. ZT0 indicates the morning peak and ZT12 the evening peak. Note that there is a significant decrease in the average of sleeping in mTET2-R1261C flies compared to mTET2-wt flies (****p < 0.0001). (**i**) Young and old mTET2-R1261C flies and old mTET2-R43G flies sleep significantly less compared to mTET2-wt flies (Unpaired t-test; * *p* < 0.05, **p < 0.01, ***p < 0.001). (**j**) Graph showing the average of daily sleep minutes for all flies over 12 h intervals over 30 days. During day and night, mTET2-R1261C expressing flies showed a significant decrease in sleep time compared to mTET2-wt flies (Unpaired t-test, ** *p* < 0.01, *** *p* < 0.001). (**k**) Graph showing the average number of rest bouts for all flies in one group for 12 h intervals over 30 days. During the day, mTET2-R43G flies showed significantly more rest bouts compared to mTET2-wt flies (Unpaired t-test, ** *p* < 0.01). During the day and night, mTET2-R1261C expressing flies showed significantly more rest bouts compared to mTET2-wt flies (Unpaired t-test ***p < 0.001, ** *p* < 0.005). (For all figures, ns: *p* > 0.05).

Generally, *Drosophila* exhibits a bimodal (double-peaked) activity pattern under light/dark conditions with morning and evening activity bouts that are separated by a ‘siesta’ [29]. Circadian analysis in mTET2 mutants and control flies revealed a daily locomotor activity with two major activity bouts peaking at ZT0 (morning peak) and the second ZT12 (evening peak) (Figure 2b). In addition, activity during the anticipation phase before the dark-to-light transition (ZT0) tended to be highest in mTET2-R1261C mutants whereas this increase in locomotor activity was similar in mTET2-R43G and mTET2-wt flies, which was higher than the control (Figure 2b). Before the light-to-dark transition (ZT12), mTET2-R43G mutants showed a decline in the activity during the anticipation phase compared to mTET2-wt and control flies (Figure 2b). These findings indicate that expression of mTET2 mutations may interfere with the proper locomotor activity during morning and evening anticipation and proper circadian functioning. While the mean daily activity over 12 h or 24 h intervals was not significantly different between the groups (Figure 2c,e), analysis of daily locomotor activity conducted in young (1–13 days) versus old flies (14–30 days) revealed remarkably diminished levels of activity in young mTET2-R43G flies, as confirmed by the actogram (Figure 2d, Supplemental Figure S4). This effect was most apparent prior to ZT12 (Figure 2b). This activity, however, was higher and more evident in old mTET2-R1261C mutants (Figure 2d, Supplemental Figure S4) compared to mTET2-wt flies prior to ZT0 (Figure 2b). This suggests that the expression of either mTET2 mutation interferes with locomotor behaviour in an age-dependent manner in flies. Furthermore, the level of activity when flies are awake, known as the wake activity, was significantly less during the night in mTET2-R1261C mutants compared to mTET2-wt flies (Figure 2f), whereas mTET2-R43G mutants did not show any significant variation. Alongside the activity and locomotor parameters, changes in sleep behaviour were monitored and the average amount of daily sleep was significantly reduced in mTET2-R1261C but not in mTET2-R43G mutants compared to mTET2-wt flies (Figure 2g,h). This effect was more prominent in young and old mTET2-R1261C flies (Figure 2i) during both light and dark phases (Figure 2j). Conversely, only old mTET2-R43G mutants displayed less amount of total sleep compared to mTET2-wt flies (Figure 2i). Accordingly, the number of rest bouts, defined as five minutes with no activity, was significantly higher in mTET2-R1261C mutants during both day and night (Figure 2k). This effect was prominent during the day in mTET2-R43G mutants compared to mTET2-wt flies (Figure 2k). This indicates that mTET2-R43G flies may exhibit shorter light sleep phases, whereas mTET2-R1261C flies display shorter light and dark sleep phases. Altogether, our data suggest that ectopic expression of mTET2-R43G or R1261C impaired lifespan, locomotor activity, and sleep/rest behaviour. Although the overall daily activity of mTET2 mutant flies did not vary, the locomotor behaviour was impaired in an age-dependent manner.

### Expression of wild type or mutant mTET2 results in changes in gene expression

As TET proteins are known to play a role in gene expression due to their activity as epigenetic regulators, we sought to identify whether expression of wild type or mutant mTET2 in the fly brain was associated with gene expression changes and to better understand whether this was specific to the mutants. To this end, we performed RNA-sequencing (RNAseq) on adult heads from controls and flies expressing mTET2-wt, mTET2-R43G, or mTET2-R1261C (Figure 3a). 

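Total RNA was taken from pools of 30 heads of 1-day-old adult flies of both sexes. Each pool gave a stranded, ribosomal RNA-depleted, paired-end library, and there were 12 libraries, 3 in each of 4 groups. Control flies carried the dTet-Gal4 driver in the w1118 background (dTet-Gal4>w1118). The other three groups carried the same driver and a transgene for mouse TET2, either unchanged (mTET2-wt) or with the R43G or the R1261C substitution. In this system the yeast protein Gal4 is made where dTet is expressed and turns on the transgene placed behind its UAS binding sites. The authors aligned the reads with hisat2 to the FlyBase genome of D. melanogaster (dmel_r6.28) and counted read pairs per gene with featureCounts. Counting covered whole gene bodies, introns included, on the strand of the gene, and left out read pairs that mapped to several places or overlapped more than 1 gene. The values used here are these raw counts, without normalization, and gene positions are those of the counting annotation. Between 15894383 and 19434046 read pairs per library were counted on genes (median 17433509), with medians of 17831332 in control, 18981512 in mTET2-wt, 16549935 in mTET2-R43G and 16266495 in mTET2-R1261C. Ribosomal RNA genes held from 2.19% to 7.31% of the counts of a library. Counts were normalized with edgeR's TMM method, and expression is given in CPM, edgeR's counts scaled to library size, as mean ± SD of the 3 libraries of a group. Differences were tested with edgeR's quasi-likelihood test in one fit of the 4 groups, and p-values were adjusted with the Benjamini-Hochberg method over the 12433 genes with a summed count of at least 10. A gene was counted as a DEG at the paper's thresholds, an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. An exact two-sided permutation test of 3 libraries against 3 cannot give a p-value below 0.1, and the test of a single gene therefore draws on the spread of all genes, whose median biological coefficient of variation was 13.5%. Where every library of a group had at most 3 counts of a gene, the fold change was computed against 3 counts and is a lower bound, which covers counting error only.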

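Relative to control, 149 genes were DEGs in mTET2-wt, 167 in mTET2-R43G and 93 in mTET2-R1261C. The unadjusted p-value was under 0.05 for 1824, 2858 and 1466 genes. For 149, 164 and 93 of the DEGs, all libraries of the mTET2 group lay on one side of all control libraries. The same held for 23.3%, 26.6% and 15.3% of the genes tested, and chance gives 10%. Without the minimum fold change, 279 genes in mTET2-wt, 538 in mTET2-R43G and 185 in mTET2-R1261C had an adjusted p-value of at most 0.05, which for both mutants was the largest change under any alternative. Among the fits that each left out 1 library, the number for mTET2-wt changed most without control replicate 2, to 71. It was 96 without control replicate 1, 96 without mTET2-wt replicate 2 and 89 without mTET2-wt replicate 3. For mTET2-R43G, it was 95 without control replicate 2, 81 without control replicate 3 and 86 without mTET2-R43G replicate 2. For mTET2-R1261C, it fell to 55 without control replicate 2.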

The number of differentially expressed genes (DEGs) in all pairwise comparisons relative to control or to mTET2-wt is summarized in Figure 3b. 

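In mTET2-wt, 91 of the DEGs were higher and 58 were lower than in control, so that 61.1% were higher. In mTET2-R43G, 91 were higher and 76 lower (54.5% higher), and in mTET2-R1261C, 55 were higher and 38 lower (59.1% higher). With DESeq2 in place of edgeR, the numbers were 156 higher and 70 lower in mTET2-wt, 132 and 99 in mTET2-R43G, and 105 and 52 in mTET2-R1261C. In mTET2-R43G fewer DEGs were higher than lower in a fit of the 6 libraries compared (42 and 51), without control replicate 1 (64 and 71), 2 (42 and 53) or 3 (39 and 42), and without mTET2-R43G replicate 1 (67 and 71) or 3 (74 and 79).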

Upon expression of mTET2-wt, mTET2-R43G, or mTET2-R1261C, more genes were significantly upregulated than those that were downregulated relative to controls (Figure 3b). The total number of dysregulated genes was similar between mTET2-R43G and mTET2-wt (230 vs. 227 DEGs, respectively). 

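Over the fits that each left out 1 library, the number of DEGs ranged from 71 to 115 in mTET2-wt and from 81 to 153 in mTET2-R43G. Both ranges lie below the counts of the full fit, 149 and 167, because a fit with 1 library fewer is a weaker test. They show how much the library left out mattered, and do not measure the uncertainty of the difference between the groups.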

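The mutants were also compared with each other. Between mTET2-R1261C and mTET2-R43G, 9 genes were DEGs, 7 higher and 2 lower in mTET2-R1261C, and 1612 genes had an unadjusted p-value under 0.05. All 9 were separated between the libraries of the mutants, as were 13.2% of the genes tested, against 10% by chance. alpha-Est4 (FBgn0015572; 3R, 7536687 to 7538615) had 20.1 ± 4.31 CPM in mTET2-R1261C and 1.19 ± 0.393 CPM in mTET2-R43G. Its log2 fold change was 4.08 (standard error 0.23, adjusted p = 5.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighbouring gene alpha-Est3 (FBgn0015571; 3R, 7538972 to 7541631) had a log2 fold change of 1.30 (adjusted p = 0.00111 from the same test). The DEGs lower in mTET2-R1261C were CCHa1 (FBgn0038199; 3R, 14092504 to 14096835) and lncRNA:CR44691 (FBgn0265902; X, 17828096 to 17831094). CCHa1 had a log2 fold change of −2.67 (adjusted p = 5.87e-06), and lncRNA:CR44691 was at least 24.8-fold lower (adjusted p = 0.0171). In a fit of these 6 libraries alone, lncRNA:CR44691 was not a DEG (adjusted p = 0.0980), and its adjusted p-value ranged from 0.00820 to 0.148 over all alternatives. Of the 6 fits that each left out 1 library, only the fit without mTET2-R43G replicate 3 called it. It was not a DEG without mTET2-R43G replicate 1 or 2 (adjusted p = 0.0558 and 0.0892), nor without mTET2-R1261C replicate 1, 2 or 3 (adjusted p = 0.0814, 0.148 and 0.0548). DESeq2 gave 2 DEGs, alpha-Est3 and Acat1, the latter named after its values were seen. DESeq2's filter on mean counts left 6997 genes without an adjusted p-value in this comparison, alpha-Est4, CCHa1 and lncRNA:CR44691 among them. A DESeq2 fit without the control group, which was chosen after seeing the data, gave 7 DEGs, and again no adjusted p-value for these 3 genes. The number of DEGs fell to 3 without mTET2-R43G replicate 2, to 5 without mTET2-R1261C replicate 1 and to 3 without mTET2-R1261C replicate 2.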

Interestingly, a smaller number of genes was affected by the catalytic inactive mutant mTET2-R1261C (156 DEGs) (Figure 3b). 

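In all 3 mTET2 groups relative to control, 25 genes were upregulated DEGs and 28 were downregulated DEGs, 53 in total. The 25 include the marker genes w and y, on which reads from any copies carried with the transgenes would be counted. Of the 53, 0 were DEGs between any pair of mTET2 groups, and 19 had an unadjusted p-value under 0.05 in at least 1 of those comparisons. The minimum fold change moved the total most, to 108 without it. With DESeq2, 41 genes were upregulated and 37 downregulated in all 3 groups. The total was 31 when each comparison was fitted to its own 6 libraries. Leaving out control replicate 2 lowered it to 30 (18 upregulated, 12 downregulated). Upregulated genes were also the more numerous without any other 1 library except mTET2-R43G replicate 3 (23 and 24), from 22 and 21 without mTET2-wt replicate 3 to 28 and 18 without mTET2-R1261C replicate 3.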

When comparing all three groups to controls, we found a relatively high number of genes that were commonly upregulated and downregulated (40 and 37 DEGs respectively) (Figure 3c). This may indicate that the wild type mammalian TET2 might exert some gene expression changes and that the dosage of TET2 is crucial for gene expression. 

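Across genes, which are not independent replicates, the log2 fold changes relative to control had a Pearson correlation of 0.59 between mTET2-wt and mTET2-R43G, of 0.43 between mTET2-wt and mTET2-R1261C and of 0.60 between the mutants. The comparisons share the control libraries, and in 20 simulations of unchanged groups the mean correlations were 0.50, 0.50 and 0.49. The simulations drew each gene independently of the others. In the real libraries genes varied together, with an estimated correlation of 0.169 among immune effector genes in the comparison of mTET2-wt with control. The simulated ranges can therefore be too narrow, and a value outside them does not by itself rule out chance. The observed value was above the simulated range of 0.44 to 0.53 for mTET2-wt and mTET2-R43G, and above that of 0.45 to 0.53 for the mutants. For mTET2-wt and mTET2-R1261C it was below the simulated range of 0.46 to 0.52. The share of genes that changed in the same direction was above the simulated range in each pair: 74.5% for mTET2-wt and mTET2-R43G (65.5% to 67.3%), 74.3% for mTET2-wt and mTET2-R1261C (65.6% to 67.7%) and 71.4% for the mutants (65.7% to 67.7%). In a single test of the mean of the 3 mTET2 groups against control, 166 genes were DEGs, 89 higher and 77 lower, and 2336 genes had an unadjusted p-value under 0.05. With DESeq2 it was 216, 135 higher and 81 lower. The number of DEGs fell to 95 without control replicate 2, and the balance of directions was not stable: the lower genes were more numerous without that library (41 higher, 54 lower), without control replicate 1 (55 and 69), without mTET2-wt replicate 2 (68 and 70), without mTET2-R1261C replicate 2 (87 and 88) and without the minimum fold change (215 and 277). From the genes changed in common in all 3 groups relative to control, the paper proposes that wild type mammalian TET2 might itself change some expression. It gives as a further possibility that the dosage of TET2 is crucial for expression.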

We further compared DEGs between the two mutants mTET2-R1261C and mTET2-R43G to mTET2-wt to determine the gene expression changes that were unique to the mutants (Figure 3d). 

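Relative to mTET2-wt, 10 genes were DEGs in mTET2-R43G and 18 in mTET2-R1261C, and the unadjusted p-value was under 0.05 for 1226 and 824 genes. In mTET2-R43G, 5 DEGs were higher (CCHa1, CG42592, Mco1, CG31036 and lncRNA:CR44691) and 5 were lower (lncRNA:CR46123, CR41320, asRNA:CR45137, CG6142 and HipHop). Mco1, CG31036, asRNA:CR45137, CG6142 and HipHop are named because the DEGs were few, after their values were seen. In mTET2-R1261C, 12 DEGs were higher and 6 were lower. All of these DEGs were separated from mTET2-wt library by library, as were 20.3% of the genes tested in mTET2-R43G and 11.5% in mTET2-R1261C, against 10% by chance. Among the downregulated DEGs, CR41320 (FBgn0085612; 3L, 26165235 to 26178793) had a log2 fold change of −1.31 in mTET2-R43G (adjusted p = 0.0212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not a DEG there in a fit of the 6 libraries compared (adjusted p = 0.111, in a range of 0.00144 to 0.122) or with any 1 of these libraries left out. CG8870 (FBgn0038144; 3R, 13379842 to 13381509) had a log2 fold change of −3.94 in mTET2-R1261C (adjusted p = 0.00315). With DESeq2, 29 genes were DEGs in mTET2-R43G (11 higher, 18 lower) and 44 in mTET2-R1261C (19 higher, 25 lower), among them the 10 and the 18. In a DESeq2 fit without the control group, chosen after seeing the data, the numbers were 29 (12 higher, 17 lower) and 40 (20 higher, 20 lower). In mTET2-R1261C, fewer DEGs were higher than lower in a fit of the 6 libraries compared too (9 and 10). In mTET2-R43G, the number was 5 in a fit of the 6 libraries compared, 5 without mTET2-wt replicate 1, 3 without mTET2-wt replicate 2 and 3 without mTET2-R43G replicate 2. In mTET2-R1261C, it was 7 without mTET2-wt replicate 2, 9 without mTET2-R1261C replicate 1 and 7 without mTET2-R1261C replicate 2.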

The number of DEGs was much smaller in this comparison: 29 genes were dysregulated in mTET2-R43G flies (12 upregulated and 17 downregulated) (Figure 3d), and 37 genes were dysregulated in mTET2-R1261C flies (19 upregulated and 18 downregulated) (Figure 3d). 

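In both mutants relative to mTET2-wt, 3 genes were upregulated DEGs (CG42592, CG31036 and Mco1) and 4 were downregulated DEGs (lncRNA:CR46123, CR41320, asRNA:CR45137 and CG6142), 7 in total. With DESeq2 the numbers were 4 and 11, in a DESeq2 fit without the control group, chosen after seeing the data, 5 and 8, and with each comparison fitted to its own 6 libraries the total was 3. Over the fits that each left out 1 library, the total ranged from 2 to 6. It was 3 without mTET2-wt replicate 1, 2 without mTET2-wt replicate 2, 4, 2 and 4 without mTET2-R43G replicate 1, 2 and 3, and 4 and 3 without mTET2-R1261C replicate 1 and 2. Across genes, the log2 fold changes of the mutants relative to mTET2-wt had a Pearson correlation of 0.67. Simulations of unchanged groups sharing the mTET2-wt libraries gave 0.44 to 0.52. These too drew each gene independently, so that their ranges can be too narrow. The share of genes that changed in the same direction, 57.8%, was below the simulated range of 66.2% to 67.5%. Both comparisons use mTET2-wt replicate 3, where midgut digestive enzyme genes summed to 3081 CPM. In the other libraries the sum was from 119 to 458 CPM. The median log2 fold change of these genes relative to mTET2-wt was −3.63 in mTET2-R43G and −4.90 in mTET2-R1261C. How much this library adds to the correlation was not tested.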

Thirteen DEGs were commonly found in both mTET2-R1261C and mTET2-R43G, of which 5 were upregulated and 8 were downregulated (Figure 3d).

**Figure 3.**
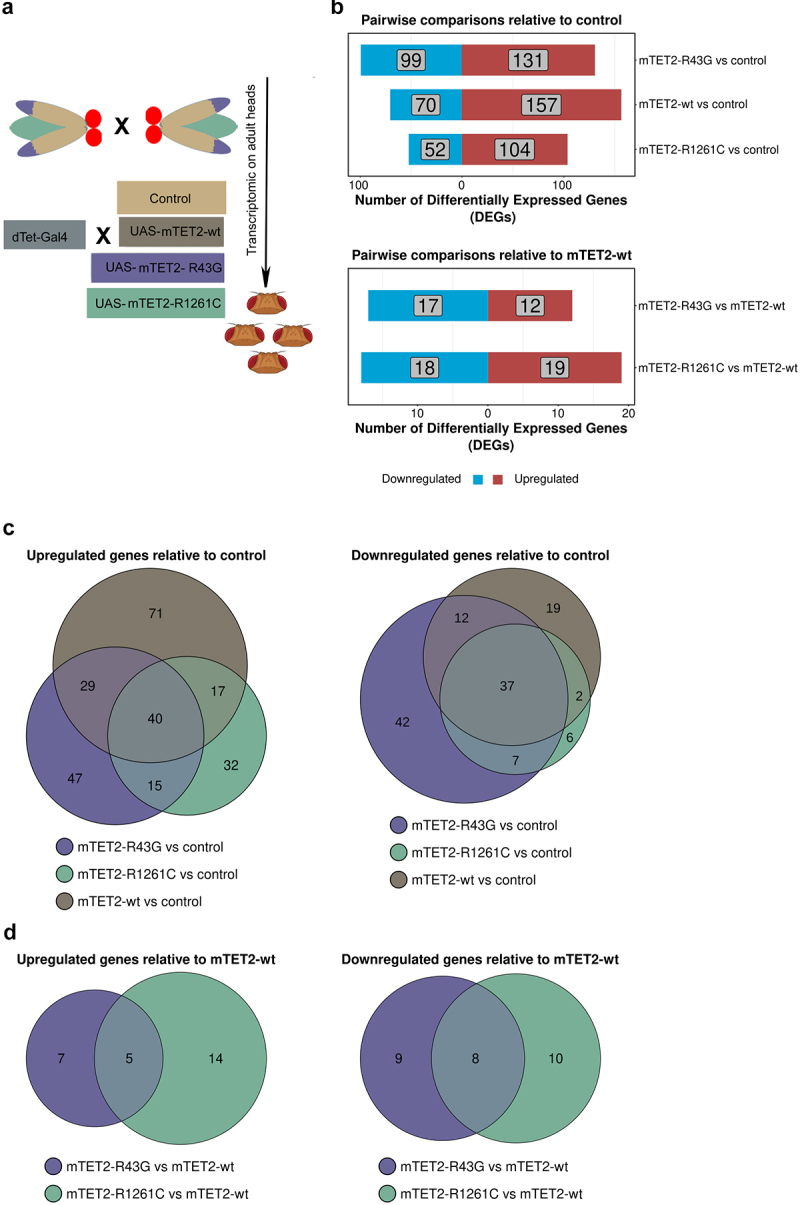
**Differentially expressed genes in flies expressing mammalian TET2 transgenes relative to control and mTET2-wt**. (**a**) Schematic of flies used in the transcriptomic analysis. (**b**) Several differentially expressed genes (DEGs) were identified in each group relative to dTet-Gal4>w^1118^ (control) and mTET2-wt (lower panel). Blue genes are downregulated, red genes are upregulated. (**c-d**) Venn diagram of the DEGs that are common and different between the groups when compared to dTet-Gal4>w^1118^ (control) and mTET2-wt. (**c**) Depicts up- and down-regulated genes compared to dTet-Gal4>w^1118^ (control) (**d**) Depicts up- and down-regulated genes compared to mTET2-wt.

### Expression of wild type or mutant mTET2 leads to upregulation of genes involved in innate immune pathways in *Drosophila*

To gain a better understanding of cellular and molecular pathways that may be affected by these changes in gene expression, we performed a gene ontology enrichment analysis to identify pathways that were significantly dysregulated in all mTET2 transgenic flies. To our surprise, the only pathways that were commonly deregulated across all groups included those involved in immune defence to gram negative and gram-positive bacteria, response to hyperoxia, and response to high oxygen levels, with these pathways pertaining to genes that were significantly upregulated (Figure 4a–c). This was consistent with our further detailed analysis of top-15 genes that were significantly upregulated and downregulated in all groups expressing mTET2 versus the control with a LogFC > = 1 and p-adjusted value < = 0.05 considered as differentially expressed. In addition, several long non-coding RNAs were upregulated in all mTET2 expressing groups including LncRNA: CR42736 (LogFC = 7.97 in mTET2-wt, 7.92 in mTET-R43G, and 8.04 in mTET2-R1261C). 

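Gene ontology annotation was not used here. In its place, a list of 47 genes for humoral immune effectors was tested as a set, made up of antimicrobial peptides, Bomanins, Turandots and secreted peptidoglycan recognition proteins, of which 38 genes had enough counts. The median log2 fold change of the list relative to control was 2.32 in mTET2-wt, 1.60 in mTET2-R43G and 1.23 in mTET2-R1261C. With genes at their lower bounds where a group had nearly no counts, the medians were 2.22, 1.5 and 1.11. Limma's camera test with a preset correlation between genes of 0.01 gave p-values of 3.14e-28, 1.97e-09 and 6.43e-13, adjusted with the Benjamini-Hochberg method over the 15 lists tested. Under the rotation test fry, the adjusted p-values were 0.00200, 0.0610 and 0.0489. With the correlation estimated from the libraries (0.169, 0.179 and 0.160), camera gave 0.00888, 0.207 and 0.0784. The call in mTET2-wt therefore held under both, the call in mTET2-R1261C held under fry alone, and the call in mTET2-R43G held under neither. In mTET2-R43G the median was 1.04 without mTET2-R43G replicate 2, and in mTET2-R1261C it was 0.82 without mTET2-R1261C replicate 3. Hyperoxia genes were not tested as a list.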

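For each comparison, the 2 upregulated and the 2 downregulated DEGs with the smallest adjusted p-values were picked among those whose libraries were separated. dsb (FBgn0035290; 3L, 1893408 to 1910197) was the first or second downregulated gene in each mTET2 group. Its level was 146 ± 18.2 CPM in control, 42.0 ± 0.558 CPM in mTET2-wt, 37.9 ± 3.40 CPM in mTET2-R43G and 32.8 ± 5.27 CPM in mTET2-R1261C. The log2 fold changes relative to control were −1.79, −1.95 and −2.15 (adjusted p = 2.46e-05, 8.34e-06 and 3.96e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other gene picked in all 3 groups was lncRNA:CR44909 (FBgn0266214; 2L, 20583656 to 20626206), which overlaps CG31677, lncRNA:CR43608 and mir-288 on the same strand, so that read pairs in the shared stretches were not counted. It fell from 33.1 ± 5.44 CPM in control to 0.553 ± 0.153, 0.570 ± 0.337 and 0.319 ± 0.233 CPM, with log2 fold changes of −5.88, −5.82 and −6.62. Among the upregulated genes, Cyp6a9 (FBgn0013771; 2R, 14879356 to 14881372) was picked in mTET2-wt, with 23.9 ± 2.93 CPM in control and 59.6 ± 2.87 CPM in mTET2-wt, a log2 fold change of 1.32 (adjusted p = 2.46e-05). Osi2 (FBgn0037410; 3R, 6209373 to 6213493) was picked in both mutants. Its level rose from 5.23 ± 0.899 CPM in control to 21.0 ± 2.55, 33.7 ± 2.60 and 36.9 ± 4.22 CPM in mTET2-wt, mTET2-R43G and mTET2-R1261C, and all 3 log2 fold changes (2.00, 2.68 and 2.81) were those of a DEG. CCHa1 was picked in mTET2-R43G alone, where it rose from 2.29 ± 0.176 to 13.8 ± 1.26 CPM. alpha-Est4 was picked in mTET2-R1261C, with a log2 fold change of 4.23 relative to control.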

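lncRNA:CR42736 (FBgn0261700; 2R, 18377487 to 18378196) is a non-coding RNA gene of 710 bases. It had 0.0192 ± 0.0333 CPM in control, where the 3 libraries held 0, 0 and 1 counts, and 5.01 ± 0.715 CPM in mTET2-wt, 4.80 ± 0.433 CPM in mTET2-R43G and 5.23 ± 0.890 CPM in mTET2-R1261C. Relative to control it was at least 29.8-fold, 28.5-fold and 31.1-fold higher (adjusted p = 1.24e-05, 4.80e-06 and 3.68e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The differences between the mTET2 groups were smaller than the spread between their libraries. The gene lies 20.2 kb from the landing site that the paper gives for the transgenes (2R, position 18357321), and control flies carry no transgene there. Within 100 kb of the site, 40 genes were tested and 8 were DEGs in at least 1 mTET2 group, compared with a mean of 0.527 around 10000 randomly drawn genes (one-sided permutation p = 0.00230). Of the 8 genes, 6 were Bomanin genes of the immune list. The other two were lncRNA:CR42736 and CG18540, which was named after its values were seen. In the non-coding class, 12 genes were upregulated DEGs in mTET2-wt, 15 in mTET2-R43G and 9 in mTET2-R1261C.

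**Figure D1:**
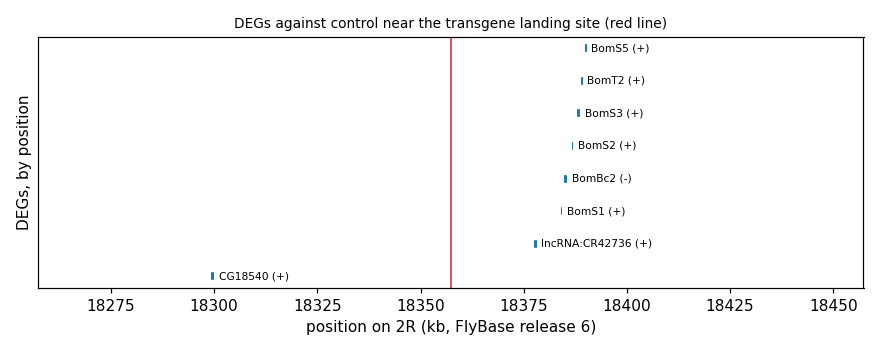
Positions on 2R (in kb) of the 8 DEGs within 100 kb of the transgene landing site (red line), each blue bar showing the extent of a gene, with its strand in parentheses. CG18540 lies 57.2 kb away on one side, and lncRNA:CR42736 and the Bomanin genes lie between 20.2 and 32.6 kb away on the other.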

Several non-annotated genes were also among the top upregulated genes. These include CG42592 (upregulated in mTET2-R43G and mTET2-R1261C) with unknown function and CG6592 (upregulated in all three transgenic groups) which is another serine-type endopeptidase involved in proteolysis. 

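CG42592 (FBgn0260969; 3R, 29835610 to 29836288) had 0 or 1 counts in each control and mTET2-wt library, so that no fold change between these groups is given. It had 5.81 ± 2.86 CPM in mTET2-R43G and 16.0 ± 5.19 CPM in mTET2-R1261C, at least 34.5-fold and at least 95-fold higher than in control (adjusted p = 1.94e-04 and 2.30e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared with mTET2-wt, the bounds were 35.8-fold and 98.7-fold (adjusted p = 8.71e-04 and 9.98e-05). The log2 fold change between the mutants, 1.46 in favour of mTET2-R1261C, was not significant (adjusted p = 0.254). CG6592 (FBgn0035669; 3L, 6059658 to 6061378), which is also one of the midgut digestive enzyme genes, had 0 counts in all control libraries, and 1.62 ± 0.170 CPM in mTET2-wt, 2.81 ± 0.911 CPM in mTET2-R43G and 3.00 ± 0.110 CPM in mTET2-R1261C. It was at least 9.64-fold, 16.7-fold and 17.8-fold higher than in control (adjusted p = 1.92e-04, 5.97e-05 and 4.57e-05).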

Most of the top-15 downregulated genes were non-annotated genes with few long non-coding RNAs (Figure 4a–c, Supplemental Table S3). 

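Of the 15 downregulated DEGs with the smallest adjusted p-values, 9 in mTET2-wt, 9 in mTET2-R43G and 6 in mTET2-R1261C had only a CG identifier as their symbol. Non-coding genes made up 2, 2 and 4 of the 15, and genes with other symbols 4, 4 and 5. Of the 15 upregulated DEGs with the smallest adjusted p-values, 4, 5 and 3 had only a CG identifier, and 3, 3 and 2 were non-coding. Among all DEGs, 12, 11 and 10 non-coding genes were downregulated.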

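Of the 38 immune effector genes tested, 36 had a higher mean in mTET2-wt than in control, 35 in mTET2-R43G and 35 in mTET2-R1261C. In mTET2-wt, 10 were upregulated DEGs: DptB, PGRP-SB1 and the Bomanin genes BomS1, BomS2, BomS3, BomS5, BomBc2, BomBc3, BomT2 and BomT3. All of these Bomanin genes except BomBc3 and BomT3 lie within 100 kb of the landing site of the transgenes. In mTET2-R43G, DptB, BomS1 and BomBc3 were upregulated DEGs and Drsl4 was a downregulated DEG. In mTET2-R1261C, 0 of the 38 genes were DEGs with edgeR. DESeq2 called DptA, DptB and AttC of the list there (adjusted p = 0.00510, 0.0121 and 0.0178). In edgeR's test, 21 genes were higher in mTET2-R1261C with an unadjusted p-value under 0.05. The corresponding numbers were 29 in mTET2-wt and 25 in mTET2-R43G, with 2 genes lower in each. With p-values adjusted over the list alone, 26 genes were upregulated in mTET2-wt, 19 in mTET2-R43G and 6 in mTET2-R1261C, and 1 was downregulated in mTET2-R43G. All 3 libraries of the mTET2 group lay above all control libraries for 31, 16 and 11 of the 38 genes. Chance gives 10% for separation on either side, and less for above alone.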

Notably, when assessing the DEGs that were differentially regulated between flies expressing mTET2-wt, mTET2-R43G, or mTET2-R1261C mutants versus controls, we noticed that many genes involved in the innate humoral immune pathways were upregulated (Figure 4a–c, Volcano plots, Supplemental Table 3). These included antimicrobial peptides such as *Drosomycin* (*Drs*), *Diptericin* (*Dpt*), *Attacin* (*Att*), as well as *Turandot A* and *B* which are products of the JAK-STAT pathway. There are three main humoral immune pathways in flies: the Toll pathway, the immune deficiency (IMD) pathway, and the JAK-STAT pathway. These pathways mainly differ in the type of microorganisms that activate them (bacterial, fungal, or viral), although some overlap has been shown to exist. The genes that are transcribed in response to these pathways, *Drosomycin* (*Drs*), *Diptericin* (*Dpt*), *Attacin* (*Att*), and *Turandot* (*Tot*), were significantly upregulated in the different pairwise comparisons relative to control (Figure 4a–c, Supplemental Table S3). For example, DptA was significantly upregulated with LogFC = 5.25, 5.17, and 4.52 in mTET2-wt, mTET2-R43G and mTET2-R161C respectively. 

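DptB (FBgn0034407; 2R, 18867391 to 18867895) had 5.12 ± 3.58 CPM in control, 192 ± 60.4 CPM in mTET2-wt, 106 ± 98 CPM in mTET2-R43G and 61.4 ± 62.9 CPM in mTET2-R1261C. Its log2 fold changes relative to control were 5.24, 4.38 and 3.60 (standard errors 1.02, 0.99 and 0.97, adjusted p = 0.0216, 0.0331 and 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mTET2-wt, DptB was not a DEG in a robust fit (adjusted p = 0.0780), without any 1 of the control libraries, or without mTET2-wt replicate 1 (adjusted p = 0.0540), and its adjusted p-value ranged from 1.09e-05 to 0.0936. In mTET2-R43G it was not a DEG in a robust fit (adjusted p = 0.0730), in a fit of the 6 libraries compared (0.0588), without any 1 of the control libraries, or without mTET2-R43G replicate 2 (log2 fold change 3.35), in a range of 4.08e-04 to 0.111. In mTET2-R1261C the range was 0.0121 to 0.323, and only DESeq2, with the lowest value, called it. In the test of the mean of the 3 mTET2 groups against control, DptB was a DEG (log2 fold change 4.41, adjusted p = 0.0234, in a range of 3.67e-06 to 0.106), but not in a robust fit (0.0714) or without any 1 of the control libraries. AttC (FBgn0041579; 2R, 13393705 to 13394667) had 4.23 ± 2.43 CPM in control and 151 ± 39.3, 119.9 ± 124 and 69.9 ± 96.4 CPM in mTET2-wt, mTET2-R43G and mTET2-R1261C. The log2 fold changes were 5.18, 4.84 and 4.07 (adjusted p = 0.0601, 0.0519 and 0.164). With DESeq2, AttC was a DEG in all 3 groups (adjusted p = 4.47e-04, 0.00105 and 0.0178), within ranges over the alternatives of 4.47e-04 to 0.217, 0.00105 to 0.167 and 0.0178 to 0.518. With no filter on low counts it was a DEG in mTET2-wt and mTET2-R43G (adjusted p = 0.0477 and 0.0408), in a fit of the 6 libraries compared in mTET2-wt (0.00225), and with edgeR's filterByExpr in mTET2-R43G (0.0469). Without mTET2-R43G replicate 3, AttC was a DEG in mTET2-R43G (log2 fold change 5.35, adjusted p = 0.0400). The mean of the 3 mTET2 groups against control gave AttC as a DEG (log2 fold change 4.69, adjusted p = 0.0484, in a range of 3.86e-05 to 0.192). It was not one there in a robust fit (0.117), without any 1 of the control or of the mTET2-wt libraries, or without mTET2-R43G replicate 1 or 2 (0.0618 and 0.0587). AttA (FBgn0012042; 2R, 14747362 to 14748215) and AttB (FBgn0041581; 2R, 14749223 to 14750165) are neighbouring paralogs, and read pairs that mapped to both were not counted. Their log2 fold changes were 2.72 and 3.37 in mTET2-wt, 2.60 and 3.39 in mTET2-R43G, and 1.71 and 2.71 in mTET2-R1261C, with adjusted p-values from 0.0967 to 0.561. In mTET2-wt, a fit of the 6 libraries compared called AttA (adjusted p = 0.0225, in a range of 0.0225 to 0.470) and AttB (adjusted p = 0.00837, in a range of 0.00837 to 0.379). DESeq2 called AttB in mTET2-wt (adjusted p = 0.0387) and in mTET2-R43G (adjusted p = 0.0212, in a range of 0.0212 to 0.322). For the mean of the 3 groups, the values were 2.34 and 3.16 (adjusted p = 0.187 and 0.114), and only DESeq2 called AttB (adjusted p = 0.00791, in a range of 0.00791 to 0.332). In mTET2-R1261C, AttA was lower than in control without mTET2-R1261C replicate 3 (log2 fold change −0.53).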

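DptA (FBgn0004240; 2R, 18865765 to 18866260) lies next to DptB. It had 3.07 ± 1.70 CPM in control, 116 ± 34.8 CPM in mTET2-wt, 109 ± 144 CPM in mTET2-R43G and 70.4 ± 91.8 CPM in mTET2-R1261C. In each mTET2 group every library was above every control library, and the spread within the mutants was large, with 31.3, 276 and 21.5 CPM in the mTET2-R43G libraries and 5.44, 30.3 and 175 CPM in the mTET2-R1261C libraries. The log2 fold changes were 5.25, 5.17 and 4.53 (standard errors 1.32, 1.32 and 1.30), with adjusted p-values of 0.0702, 0.0503 and 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 the adjusted p-values were 3.56e-04, 3.90e-04 and 0.00510, and over all alternatives they ranged from 3.56e-04 to 0.234, from 3.90e-04 to 0.185 and from 0.00510 to 0.401. DptA was also a DEG in mTET2-wt in a fit of the 6 libraries compared (adjusted p = 0.00140). In mTET2-R43G it was a DEG without mTET2-R43G replicate 1 or 3 (adjusted p = 0.0491 and 0.0467) and under 4 alternatives besides DESeq2, with adjusted p-values from 0.0397 to 0.0497. In the test of the mean of the 3 mTET2 groups against control, DptA was a DEG (log2 fold change 4.98, adjusted p = 0.0484, in a range of 9.64e-06 to 0.192). It was not one there in a robust fit (0.117) or without any 1 of the control or of the mTET2-wt libraries. Without mTET2-R43G replicate 2 its log2 fold change in mTET2-R43G was 3.11, and without mTET2-R1261C replicate 3 it was 2.55 in that group.

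**Figure D2:**
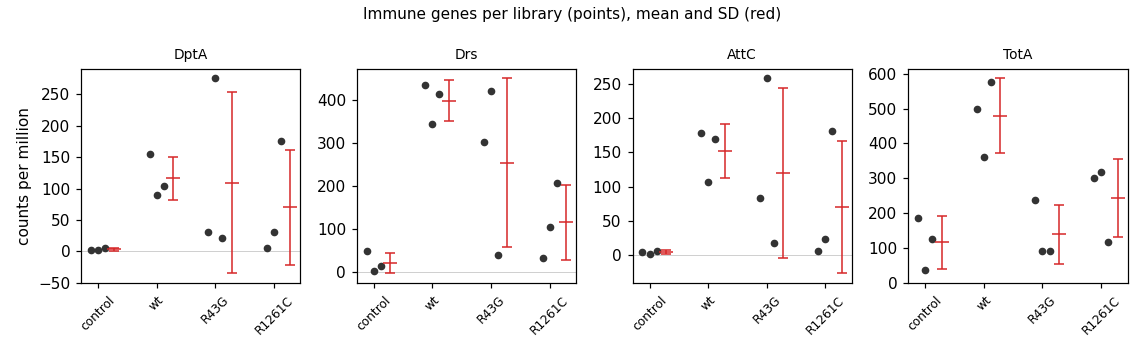
Expression of DptA, Drs, AttC and TotA (CPM, linear axis) in each library (black points) of control, mTET2-wt, mTET2-R43G and mTET2-R1261C, with the mean and SD of each group in red. The DptA libraries of mTET2-R1261C run from 5.44 to 175 CPM.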

A similar but milder increase in *Drs* expression was seen in mTET2-wt, mTET2-R43G, and mTET2-R161C (LogFC = 4.19, 3.56, and 2.41, respectively). 

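Drs (FBgn0283461; 3L, 3369556 to 3369942) had 21.8 ± 23.8 CPM in control, with 48.6, 3.04 and 13.7 CPM in the 3 libraries. It had 398 ± 47.4 CPM in mTET2-wt, 254 ± 196 CPM in mTET2-R43G and 115 ± 87.1 CPM in mTET2-R1261C. The lowest mTET2-R43G library, at 38.9 CPM, and the lowest mTET2-R1261C library, at 33.8 CPM, were below the highest control library. The log2 fold changes were 4.20, 3.56 and 2.42 (standard errors 1.01, 0.99 and 0.95), with unadjusted p-values of 0.00146, 0.00383 and 0.0264 and adjusted p-values of 0.0575, 0.0647 and 0.322 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2, Drs was a DEG in mTET2-wt and mTET2-R43G (adjusted p = 0.00216 and 0.00999) and not in mTET2-R1261C. The adjusted p-value ranged from 0.00216 to 0.177, from 0.00999 to 0.20 and from 0.181 to 0.607 over the alternatives. Without control replicate 1, Drs was a DEG in mTET2-wt (log2 fold change 5.58, adjusted p = 0.0489) and in mTET2-R43G (log2 fold change 4.94, adjusted p = 0.0409). In mTET2-wt it was also a DEG with no filter on low counts (adjusted p = 0.0453) and in a fit of the 6 libraries compared (adjusted p = 0.0470). It was also a DEG in mTET2-R43G without mTET2-R43G replicate 3 (log2 fold change 4.07, adjusted p = 0.0378). For the mean of the 3 mTET2 groups against control, the log2 fold change was 3.39 (adjusted p = 0.0645, in a range of 0.00183 to 0.213). There Drs was a DEG with DESeq2 (adjusted p = 0.00183) and without control replicate 1 (0.0460) or mTET2-R43G replicate 3 (0.0309).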

Quantitative real-time PCR (qRT-PCR) validation experiments were almost completely in line with the data obtained from the RNA-seq analysis (**Supplemental Figure S5a-d**). *Drosomycin* showed a significant increase in mTET2-wt and mTET2-R1261C flies relative to controls, but not in mTET2-R43G, although there was a tendency towards increased expression (**Supplemental Figure S5a**). *Diptericin* levels showed high upregulation in all groups relative to controls, but this was only statistically significant in mTET2-R1261C and mTET2-R43G (**Supplemental Figure S5b**). *AttacinC* and *TotA* levels were also comparable to RNA-seq data (**Supplemental Figure S5c, d, Supplemental Table S3**).

**Figure 4.**
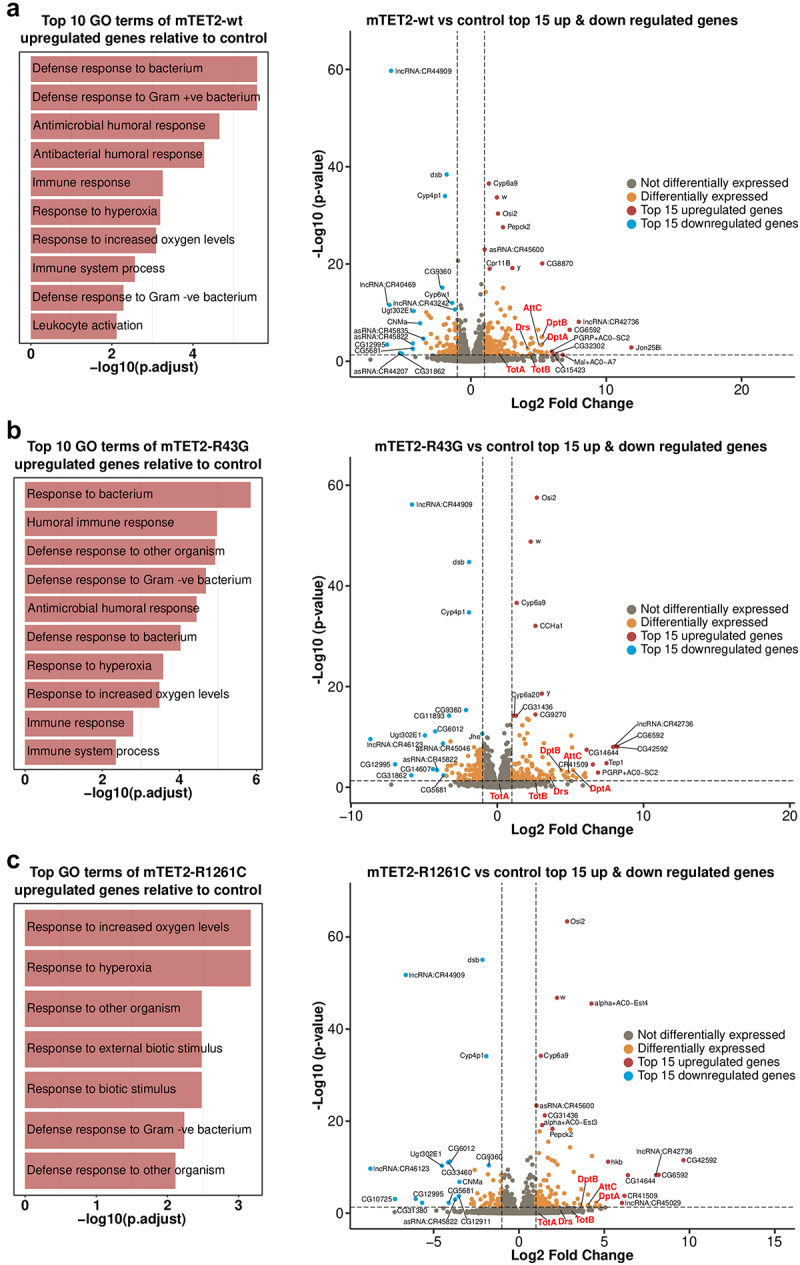
**Gene ontology of genes that are upregulated in all mTET2 expressing flies versus controls**. Gene ontology of top 10 upregulated DEGs that were identified in mTET2 heads versus controls, with most being involved in immune related pathways. Volcano plot indicating top 15 genes upregulated and downregulated relative to control group.

### Fewer number of genes are dysregulated in mTET2-R43G and mTET2-R1261C mutants compared to mTET2-wt

Next, we opted to investigate the DEGs that were identified when comparing both mTET2-R43G and mTET2-R1261C mutants to mTET2-wt. Several of these DEGs had unknown functions. One of the genes that was significantly downregulated in both mTET2-R43G and mTET2-R1261C mutants was *Dhc16F* (LogFC= −5.02 and −5.53, respectively) (Figure 5a,b). 

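Dhc16F (FBgn0283476; X, 18064483 to 18078472) had 1.62, 95.8 and 68.8 CPM in the mTET2-wt libraries, a mean of 55.4 ± 48.5 CPM. Its level was 1.45 ± 0.229 CPM in control, 1.69 ± 0.226 CPM in mTET2-R43G and 1.19 ± 0.555 CPM in mTET2-R1261C. Relative to mTET2-wt, the log2 fold change was −5.03 in mTET2-R43G and −5.55 in mTET2-R1261C (standard errors 1.01 and 1.05, adjusted p = 0.117 and 0.0833 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative to control, it was 5.26 in mTET2-wt (adjusted p = 0.0216), 0.23 in mTET2-R43G and −0.29 in mTET2-R1261C. In mTET2-R1261C the last value was 0.03 without mTET2-R1261C replicate 2. With DESeq2, Dhc16F was a DEG in both mutants relative to mTET2-wt (adjusted p = 1.70e-04 and 1.31e-05), and with no filter on low counts it was one in mTET2-R1261C (adjusted p = 0.0485). A DESeq2 fit without the control group, chosen after seeing the data, called it in both (adjusted p = 0.00181 and 2.88e-04). Without mTET2-wt replicate 1, the library with the low level, it was a DEG with log2 fold changes of −5.60 and −6.12 (adjusted p = 8.98e-06 and 5.35e-06). Over the alternatives the adjusted p-values ranged from 8.98e-06 to 0.456 and from 5.35e-06 to 0.410. Without mTET2-wt replicate 2, Dhc16F was not a DEG in mTET2-wt relative to control (log2 fold change 4.60, adjusted p = 0.0663), and that adjusted p-value ranged from 6.72e-06 to 0.106. It was also not a DEG there without any 1 of the control libraries, without mTET2-wt replicate 3 (adjusted p = 0.0517), in a robust fit (0.0774) or in a fit of the 6 libraries compared (0.0892). Dhc16F is also a gene of the testis list, whose 5 other genes tested had a median log2 fold change of −0.45 in mTET2-wt relative to control.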

*Dhc16F* is expressed in scolopidial neurons that are important for mechanosensation and in other tissues such as spermatogonium, spermatozoon, and testis [30,31]. Furthermore, some long non-coding RNAs were also downregulated in both mTET2-R43G and mTET2-R1261C mutants including lncRNA: CR46123 (LogFC= −8.91 and −8.95, respectively) (Figure 5a,b, Supplemental Table S3). 

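lncRNA:CR46123 (FBgn0267798; 3R, 1366234 to 1366601) had 0 counts in all 6 libraries of the mutants. It had 5.40 ± 1.07 CPM in mTET2-wt and 4.58 ± 0.309 CPM in control. Relative to mTET2-wt it was at least 29.8-fold lower in mTET2-R43G and at least 30.3-fold lower in mTET2-R1261C (adjusted p = 5.75e-04 and 3.72e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Relative to control, the bounds were 25.3-fold and 25.7-fold lower (adjusted p = 1.53e-04 and 1.14e-04). Between mTET2-wt and control, the log2 fold change was 0.24 (adjusted p = 0.682). All of these calls were the same under every alternative run for this gene.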

Another gene of interest was *CG33502*, which encodes a protein involved in iron ion binding activity and iron-sulphur cluster binding activity and is predicted to be involved in iron-sulphur cluster assembly (UniProt, Q8SY96). This gene was significantly upregulated in mTET2-R43G and mTET2-R1261C mutants (LogFC = 3.30 and 2.77, respectively). 

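CG33502 (FBgn0053502; X, 21609357 to 21611526) had 0.288 ± 0.307 CPM in control, 0.393 ± 0.262 CPM in mTET2-wt, 3.86 ± 3.47 CPM in mTET2-R43G and 2.69 ± 1.73 CPM in mTET2-R1261C. In the mTET2-R43G libraries the level was 7.68, 3.00 and 0.907 CPM. Relative to mTET2-wt, the log2 fold change was 3.27 in mTET2-R43G and 2.75 in mTET2-R1261C (standard errors 0.86 and 0.86, adjusted p = 0.333 and 0.470 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2, CG33502 was a DEG in mTET2-R43G relative to mTET2-wt (adjusted p = 0.0111, in a range over the alternatives of 0.00309 to 0.614). A DESeq2 fit without the control group, chosen after seeing the data, called it in both mutants relative to mTET2-wt (adjusted p = 0.00309 and 0.0398). In mTET2-R1261C relative to mTET2-wt it was a DEG in no other fit (range 0.0398 to 0.793). Relative to control, the log2 fold change in mTET2-R43G was 3.74 (adjusted p = 0.0422). The gene was not a DEG there without any 1 of the control libraries, without mTET2-R43G replicate 1 (adjusted p = 0.0926) or without mTET2-R43G replicate 2 (adjusted p = 0.0912), in a range of 3.76e-04 to 0.131, nor in a robust fit (0.0607) or a fit of the 6 libraries compared (0.0912). In mTET2-R1261C relative to control, the log2 fold change was 3.22 (adjusted p = 0.132), and CG33502 was a DEG there only with DESeq2 (adjusted p = 0.00639, in a range of 0.00639 to 0.383).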

Another alarming finding is that the expression of two genes, *huckebein* (*hkb*) and *ichor* (*ich*) persisted in adulthood in the mutants although it typically ceases in pupal stages. Of note, *ich*, which is a zinc finger transcription factor implicated in DNA binding and activation of gene expression, was upregulated in mTET2-R43G compared to mTET2-wt (LogFC = 3.07) (Figure 5a). On the other hand, *hkb* was upregulated in mTET2-R1261C flies (LogFC = 1.95) (Figure 5b, Supplemental Table S3). 

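ich (FBgn0286204; 3R, 8950246 to 8963037) had few counts outside mTET2-R43G, from 2 to 7 per library. Its level was 0.170 ± 0.103 CPM in control, 0.253 ± 0.134 CPM in mTET2-wt and 0.206 ± 0.139 CPM in mTET2-R1261C. In mTET2-R43G it was 2.11 ± 1.57 CPM, with 3.69, 0.556 and 2.07 CPM in the 3 libraries, all above the libraries of the other groups. In mTET2-R43G relative to mTET2-wt, the log2 fold change was 3.02 (standard error 0.71, adjusted p = 0.233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the adjusted p-value was 0.0233, in a DESeq2 fit without the control group, chosen after seeing the data, it was 0.0252, and over the alternatives it ranged from 0.0233 to 0.610. Relative to control, ich was a DEG in mTET2-R43G (log2 fold change 3.58, adjusted p = 0.0251). It was not one without any 1 of the control libraries, without mTET2-R43G replicate 1 (adjusted p = 0.0594) or in a fit of the 6 libraries compared (adjusted p = 0.0685), in a range of 7.84e-04 to 0.0988. In mTET2-R1261C relative to mTET2-wt, the log2 fold change was −0.24, and it changed sign without mTET2-wt replicate 2 (0.13) or mTET2-R1261C replicate 2 (0.02).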

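hkb (FBgn0261434; 3R, 4345015 to 4346646) had 0.164 ± 0.0813 CPM in control, from 2 to 5 counts per library. It had 1.59 ± 1.23 CPM in mTET2-wt, 5.44 ± 1.92 CPM in mTET2-R43G and 6.20 ± 0.896 CPM in mTET2-R1261C. Relative to mTET2-wt, the log2 fold change was 1.95 in mTET2-R1261C and 1.76 in mTET2-R43G (standard errors 0.49 and 0.49, adjusted p = 0.275 and 0.365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All libraries of both mutants were above all mTET2-wt libraries. With DESeq2, hkb was a DEG in mTET2-R1261C relative to mTET2-wt (adjusted p = 0.0164, in a range over the alternatives of 0.0161 to 0.637). A DESeq2 fit without the control group, chosen after seeing the data, called it there too (adjusted p = 0.0161). Relative to control, hkb was a DEG in all 3 groups, with log2 fold changes of 3.21, 4.97 and 5.16 (adjusted p = 0.0359, 0.00246 and 0.00184). In mTET2-wt it was not a DEG without any 1 of the control libraries, without mTET2-wt replicate 2 (adjusted p = 0.118) or without mTET2-wt replicate 3 (adjusted p = 0.0980), in a range of 1.75e-04 to 0.118. It was also not one in a robust fit (0.0509) or in a fit of the 6 libraries compared (0.101).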

*Hkb* is a zinc finger transcription factor expressed in patches within the embryonic neuroectoderm and a subset of neuroblasts where it is required for proper neuronal and glial cell specification and axon targeting. Another dysregulated gene of interest is autophagy-related 16 (*Atg16*) which is a protein coding gene involved in the maintenance of proper neuromuscular function and lifespan. *Atg16* was found to be upregulated in mTET2-R1261C mutants (LogFC = 1.79) (Figure 5b, Supplemental Table S3) and to a lesser degree in mTET2-R43G (LogFC = 0.82, p-adj = 0.01).

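Atg16 (FBgn0039705; 3R, 29827281 to 29835101) had 30.2 ± 0.678 CPM in control and 28.4 ± 0.578 CPM in mTET2-wt. It had 49.9 ± 16.5 CPM in mTET2-R43G, with 68.8, 43.0 and 37.9 CPM in the 3 libraries, and 98.8 ± 18.2 CPM in mTET2-R1261C. All libraries of both mutants were above all mTET2-wt libraries. Relative to mTET2-wt, the log2 fold change was 1.80 in mTET2-R1261C (standard error 0.19, adjusted p = 0.00213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.81 in mTET2-R43G (standard error 0.19, adjusted p = 0.233 from the same test). With DESeq2 the adjusted p-value in mTET2-R43G was 0.00504, in a range of 0.00504 to 0.566. The log2 fold change stayed between 0.51 and 0.98 with each library of the groups compared left out in turn. Atg16 lies 508 bases from CG42592 on the same strand.

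**Figure D3:**
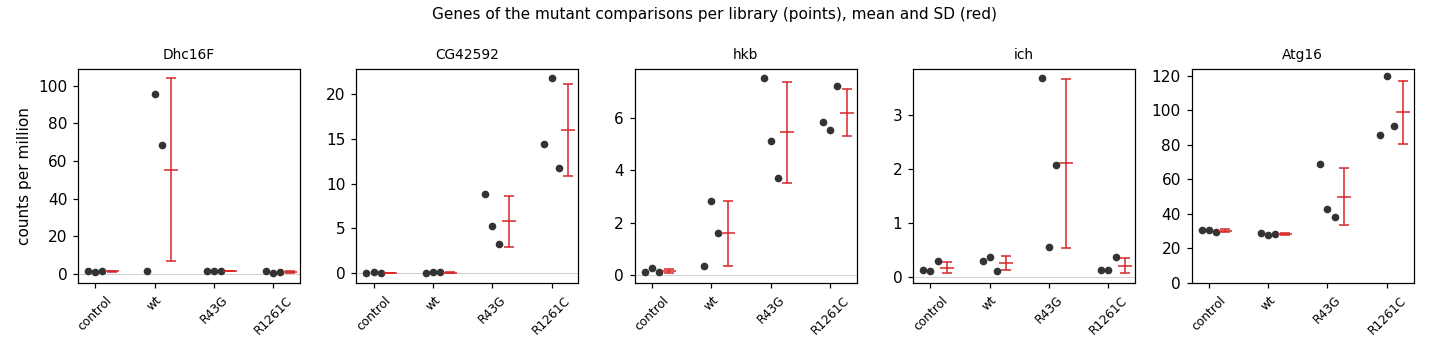
Expression of Dhc16F, CG42592, hkb, ich and Atg16 (CPM, linear axis from 0, scaled per gene) in each library (black points) of control, mTET2-wt, mTET2-R43G and mTET2-R1261C, with the mean and SD of each group in red. The Atg16 libraries of mTET2-R43G run from 37.9 to 68.8 CPM.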

**Figure 5.**
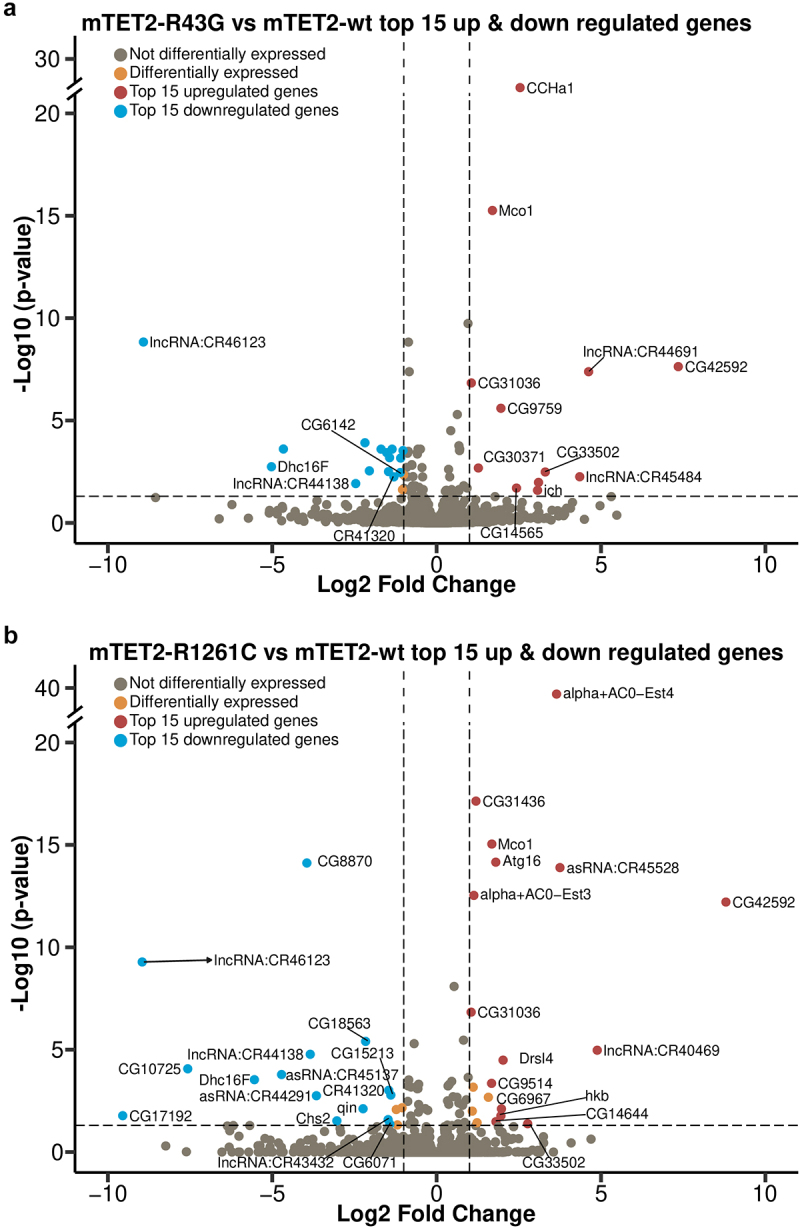
**Top 15 enriched genes in mTET2-R43G and mTET2-R1261C fly heads compared to mTET2-wt**. Volcano plots representing the most significantly up- or down-regulated genes. Several of these are commonly found in both mTET2-R43G and mTET-R1261C.

### Downregulation of atg16 and ich in mTET2-R43G expressing flies increases survival rate and rescues circadian phenotypes

We aimed to understand whether there was any direct correlation between some of the dysregulated genes and the phenotypes observed upon expression of different mTET2 mutants. For this, we focused on *atg16* and *ich*, which were both upregulated in mTET2-R43G mutants, although upregulation in mTET2-R43G was not was not as explicit as in mTET2-R1261C. 

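The mutants were compared directly for both genes. The log2 fold change of Atg16 in mTET2-R1261C relative to mTET2-R43G was 0.99 (standard error 0.19, adjusted p = 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without mTET2-R43G replicate 1 it was 1.29 and Atg16 was a DEG (adjusted p = 0.00558). With DESeq2 it was 0.98, just under the minimum for a DEG, with an adjusted p-value of 3.52e-04. Over the alternatives the adjusted p-value ranged from 3.52e-04 to 0.680. The log2 fold change of ich was −3.27 (standard error 0.73, adjusted p = 0.230), lower in mTET2-R1261C. Relative to control, ich in mTET2-R1261C had a log2 fold change of 0.32 (adjusted p = 0.954), and −0.40 without mTET2-R1261C replicate 3.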

Considering that circadian behaviour defects could also be correlated with the dysregulated genes upon mutant mTET2 expression, we therefore knocked down selective candidate genes by RNA interference and assessed whether this could rescue the phenotypes induced by the mTET2-R43G mutation by examining survival and behaviour phenotypes specifically. Consistent with previous experiments, the mTET2-R43G mutants showed an overall decrease in survival compared to mTET2-wt flies (Figure 6a). Notably, mTET2-R43G mutants with *atg16* or *ich* knockdown displayed a prolonged lifespan (Median survival of 23 and 24 days, respectively) compared to mTET2-R43G mutants (Median survival of 17 days) (Figures 6a, 7a). Although survival was reduced in mTET2-wt flies with respect to the controls (Median survival of 21 and 24.5 days, respectively), mTET2-wt with *atg16* or *ich* knockdown flies did not exhibit any significant enhancements in lifespan (Median survival of 21, *P* = 0.3405 and 19.5 days, *P* = 0.465 respectively) (Figures 6a, 7a). These findings imply that knocking down both *atg16* and *ich* rescues and prolongs the survival of mTET2-R34G mutants specifically, but not mTET2-wt flies. We further assessed the impact of knocking down *atg16 or ich* alone on the adult’s lifespan. Knocking down *atg16* or *ich* affected the survival of the adult life span with a median survival of 20 and 13 days respectively **(Supplemental Figure S3)**. Despite this effect, knocking down both genes in mTET2-R43G background improved survival of these flies significantly (Figures 6, 7 **and Supplemental Figure S3)**. Notably, the decrease in activity during the anticipation phase before evening (ZT12) was not rescued with either *atg16* or *ich* knockdown in mTET2-R43G flies (Figures 6b, 7b). The mean daily activity over 24 h or 12 h and the wake activity did not significantly change upon *atg16* or *ich* knockdown in mTET2-R43G relative to mTET2-wt flies (Figures 6(c,e,f) and Figure 7(c,e,f). Compared to mTET2-R43G mutants, young mTET2-R43G flies with *atg16* knockdown exhibited a significant increase in average daily activity which was also confirmed by the actogram plotted for these flies (Figure 6d, Supplemental Figure S4). Moreover, the reduced average daily sleep in old mTET2-R34G mutants was not enhanced in old mTET2-R43G with *atg16* knockdown flies (Figure 6i). In addition, young or old flies expressing mTET2-R43G with *ich* knockdown did not show any significant changes in average daily activity or sleep (Figure 7d,i). These findings indicate that knocking down *atg16* but not *ich* fully rescued the daily locomotor defects in mTET2-R43G flies at a young age. On the other hand, the average daily sleep over 24 h or 12 h did not show significant changes after knocking down *atg16* or *ich in* mTET2-R43G flies compared to mTET2-wt flies (Figure 6(g,h,j) and Figure 7(g,h,j)). Interestingly, knocking down *atg16* and *ich* in both mTET2-wt and mTET2-R43G flies led to a significant reduction in the number of sleep bouts during light (day) phases (Figures 6k, 7k). Taken together, downregulating *atg16* and *ich* in mTET2-R43G mutants rescued the survival and some of the behavioural phenotypes, suggesting the importance of these genes for proper locomotor and circadian behaviour as well as adult fly longevity.

**Figure 6.**
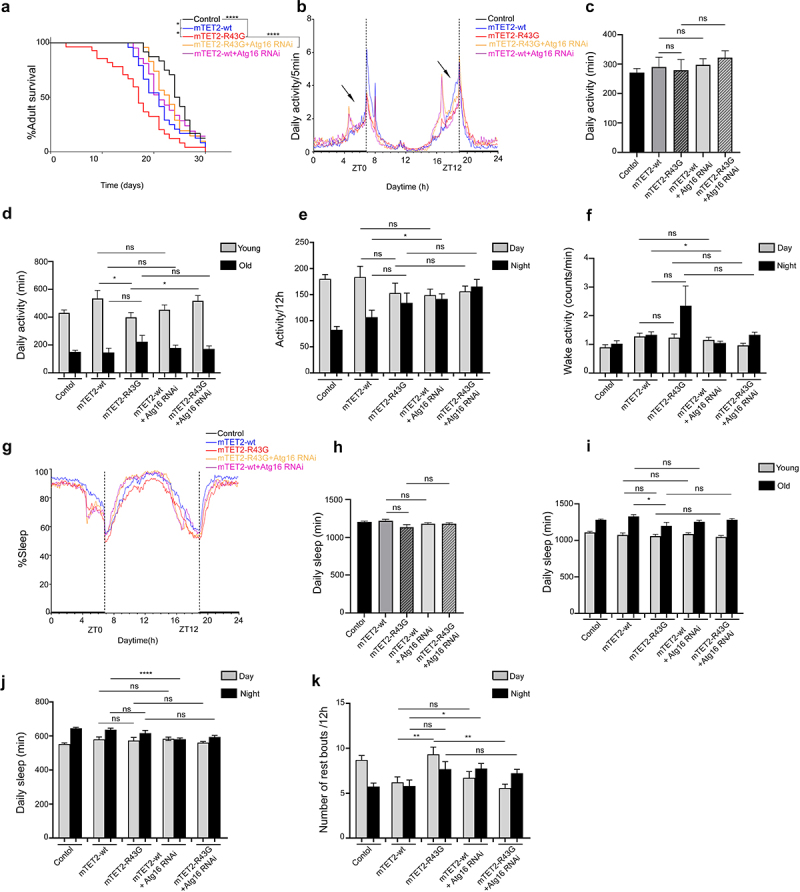
**Knocking down atg16 gene in mTET2-R43G expressing flies rescues the survival, altered activity, and circadian phenotypes**. (**a**) Kaplan-Meier survival curve of male flies expressing no transgene (*w*^*1118*^ control, *n* = 24), mTET2-wt (*n* = 24), mTET2-R43G (*n* = 28), mTET2-R43 G+atg16 RNAi (*n* = 24), or mTET2-wt+atg16 RNAi (*n* = 21) driven by dTet-Gal4. Statistical significance of the difference between survival curves was determined using the Mantel-Haenszel test. Survival of mTET2-R43 G+atg16 RNAi was significantly higher and almost similar to the *w*^*1118*^ control and mTET2-wt flies compared to mTET2-R43G flies (****p < 0.0001). (**b**) Locomotor activity graphs were analysed over 30 days. For each group, the locomotor activity levels of male flies were measured in 5-minute bins and then averaged to obtain a representative activity profile. *Drosophila melanogaster* generally exhibits two activity bouts: one centred around ZT0 (morning peak) and the second around ZT12 (evening peak). (**c**) Graph showing the average activity of the flies over 24 h intervals (Unpaired t-test; ns: *p* > 0.05). (**d**) the flies are subdivided into two groups in an age-dependent manner since locomotion is age-dependent: ‘young’ refers to 1–13 days old and ‘old’ refers to 14–30 days old. mTET2-R43G young flies are significantly less active (* *p* < 0.05), compared to mTET2-wt, whereas young mTET2-R43 G+atg16 RNAi expressing flies are more active compared to mTET2-R43G young flies (* *p* < 0.05). (**e**) Graph showing the average locomotor activity over 12 h intervals (day: light on, night: light off). During the night, mTET2-wt+atg16 RNAi flies are more active compared to mTET2-wt flies (Unpaired t-test; * *p* < 0.05). (**f**) Graph illustrating the wake activity counts per minute over 12 h intervals. The wake activity is a measure of the activity rate when the flies are awake. mTET2-wt+atg16 RNAi flies demonstrate higher wake activity at night compared to mTET2-wt flies (Unpaired t-test; * *p* < 0.05). (**g**) Graph illustrating the percent of the time that flies spend sleeping over several days. For each group, the percent of flies sleeping was measured in 5-minute bins and then averaged to obtain a representative sleep profile. ZT0 indicates the morning peak and ZT12 the evening peak. (**h**) Graph showing the average sleep of the flies over 24 h intervals. (Unpaired t-test; ns: *p* > 0.05). (**i**) the flies are subdivided into two age groups considering that sleep is also age-dependent: ‘young:’ 1-13 days old and ‘old:’ 14–30 days old (Unpaired t-test; * *p* < 0.05, ns: *p* > 0.05). (**j**) Graph showing the average of daily sleep minutes for all flies over 12 h intervals over 30 days. During the night, mTET2-wt+atg16 RNAi flies showed a significant decrease in sleep time compared to mTET2-wt flies. (Unpaired t-test, ****: *p* < 0.0001). (**k**) Graph showing the average number of rest bouts for all flies in one group for 12 h intervals over 30 days. During the day, mTET2-R43G flies showed significantly more rest bouts compared to mTET2-wt flies (Unpaired t-test, **: *p* < 0.005). During the day, mTET2-R43 G+atg16 RNAi flies showed significantly fewer rest bouts compared to mTET2-R43G flies (Unpaired t-test; **p < 0.005). mTET2-wt+atg16 RNAi flies showed significantly more rest bouts compared to mTET2-wt flies (Unpaired t-test; * *p* < 0.05).

**Figure 7.**
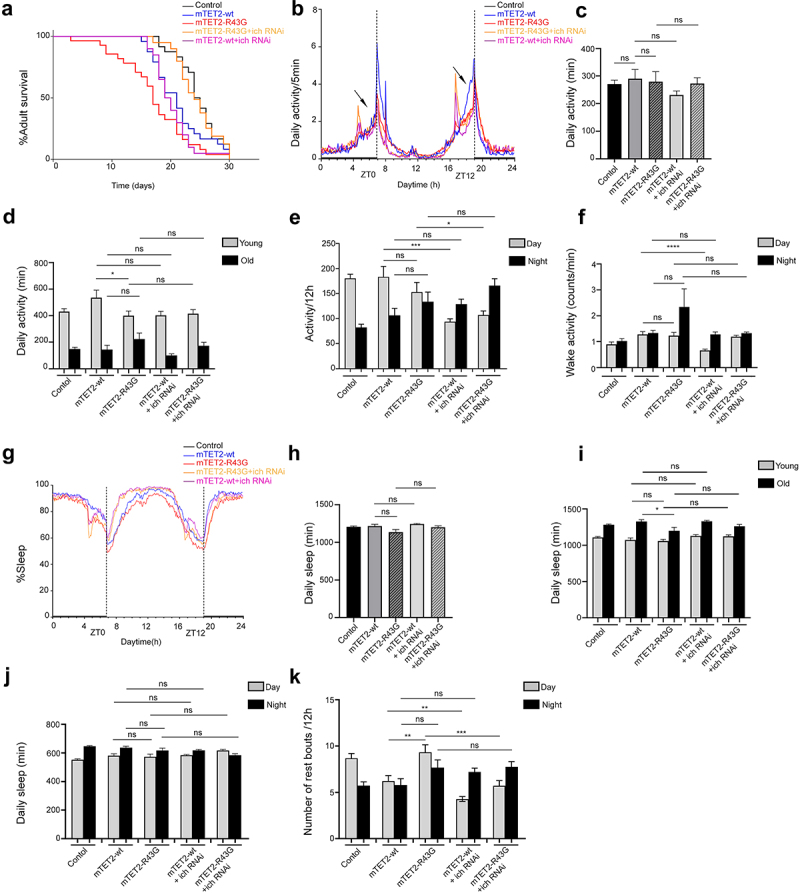
**Knocking down ich gene in mTET2-R43G expressing flies impacts the survival, activity, and circadian phenotypes. (a)** Kaplan-Meier survival curve of male flies expressing no transgene (*w*^*1118*^ control, *n* = 24), mTET2-wt (*n* = 24), mTET2-R43G (*n* = 28), mTET2-R43 G+ich RNAi (*n* = 26), mTET2-wt+ich RNAi (*n* = 20) driven by dTet-Gal4. Statistical significance of the difference between survival curves was determined using the Mantel-Haenszel test. Survival of mTET2-R43 G+ich RNAi was significantly higher and similar to the control compared to mTET2-R43G flies (***p < 0.0001). (**b**) Locomotor activity graphs were analysed over 30 days. For each group, the locomotor activity levels were measured in 5-minute bins and then averaged to obtain a representative activity profile. The activity bout centred around ZT0 represents the morning peak while ZT12 represents the evening peak. mTET2-R43 G+ich RNAi flies exhibit abnormal hyperactivity relative to all other groups. (**c**) Graph showing the average activity of all flies over 24 h intervals (Unpaired t-test; ns: *p* > 0.05). mTET2-R43 G+ich RNAi expressing flies are significantly more active than mTET2-R43G flies (* *p* < 0.05). (**d**) Flies were subdivided into two groups by age, with ‘young’ representing 1–13 days old and ‘old’ representing 14–30 days old. mTET2-R43G young flies are significantly less active than mTET2-wt (*p < 0.05). (**e**) Graph showing the average locomotor activity over 12 h intervals (day: light on, night: light off). During the day, mTET2-wt+ich RNAi flies are significantly less active compared to mTET2-wt flies (Unpaired t-test; *** *p* < 0.0005). mTET2-R43 G+ich RNAi expressing flies display significantly higher activity during the day and night compared to mTET2-R43G flies (Unpaired t-test; * *p* < 0.05, ** *p* < 0.005). (**f**) Graph illustrating the wake activity counts per min over 12 h intervals. The wake activity is a measure of the activity rate when flies are awake. mTET2-wt +ich RNAi flies demonstrate significantly lower wake activity during the day in contrast to mTET2-wt flies (Unpaired t-test, ****: *p* < 0.0001). (**g**) Graph illustrating the proportion of time that flies spend sleeping over several days. The percent of flies sleeping was measured in 5-minute bins and then averaged to obtain a representative sleep profile. ZT0 indicates the morning peak and ZT12 indicates the evening peak. (**h**) Graph showing the average sleep of the flies over 24 h intervals. (Unpaired t-test; ns: *p* > 0.05). (**i**) Flies were subdivided into two groups by age, with ‘young’ representing 1–13 days old and ‘old’ representing 14–30 days old. (Unpaired t-test; * *p* < 0.05, ns: *p* > 0.05). (**j**) Graph showing the average of daily sleep minutes for all flies over 12 h interval over 30 days (Unpaired t-test, ns: *p* > 0.05). (**k**) Graph showing the average number of rest bouts for all flies in one group for 12 h intervals over 30 days. During the day, mTET2-R43G flies showed significantly more rest bouts compared to mTET2-wt flies (Unpaired t-test, **: *p* < 0.005). mTET2-R43 G+Iich RNAi flies showed significantly fewer rest bouts during the day compared to mTET2-R43G flies (Unpaired t-test; ***p < 0.0005). Similarly, during the day, the number of rest bouts was significantly lower in mTET2-wt+ich RNAi expressing flies compared to mTET2-wt flies (Unpaired t-test; **p < 0.005).

### Downregulation of humoral immune pathways restores haemocyte homoeostasis

Since expression of the R1261C mutant prevalent in leukaemia caused a dramatic increase in haemocyte numbers and many innate immune genes were upregulated at the transcriptional level, we tested whether downregulation of key innate effector genes could rescue these phenotypes in mTET2-R1261C flies. For this, we expressed mTET2-R1261C in dTet-expressing cells with either Myd88, Relish, or Stat92E RNAi targeting the three main pathways that play a role in innate immunity: the Toll pathway, the immune deficiency pathway (IMD), and the JAK-STAT pathway. For a negative control, we further expressed GFP RNAi in mTET2-wt and mTET2-R1261C flies. The haemocyte number was quantified in third instar larval progeny and tested for phenotypic rescue. The number of haemocytes was drastically reduced in mTET2-R1261C with Myd88-RNAi (Mean = 2.15×10^5^/mL) (Figure 8a) and Stat92E RNAi lines (Mean = 1.2×10^5^/mL) (Figure 8b) when compared to mTET2-R1261C mutants (Mean = 3.97×10^5^/mL). mTET2-R1261C+Relish RNAi larvae did not show a significant variation in haemocyte number (Mean = 3.53×10^5^/mL) in contrast to mTET2-R1261C larvae (Mean = 3.97×105/mL) (Figure 8c). Interestingly, mTET2-wt+Stat92E RNAi larvae exhibited a remarkable decrease in haemocyte number (Mean = 1.58 × 10^5^/mL) with respect to mTET2-wt larvae (Mean = 1.94 × 10^5^/mL) (Figure 8b). Considering these findings, we speculate that mTET2-R1261C may play a role in altering haemocyte homoeostasis and that targeting the Toll and JAK-STAT humoral pathways contributes to restoring normal haemocyte numbers in mTET2-R1261C mutants.

**Figure 8.**
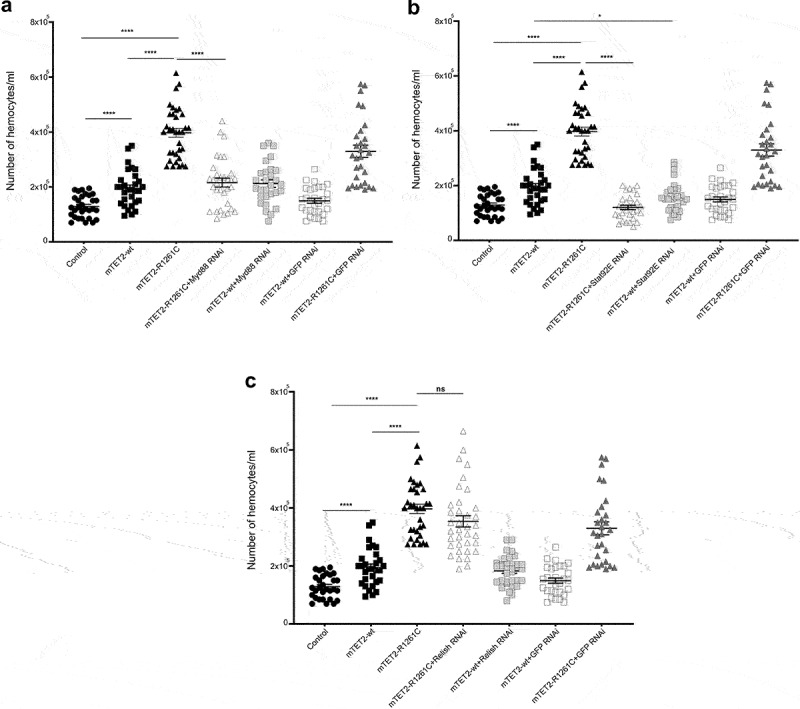
**Expression of Myd88 RNAi and Stat92E RNAi in mTET2-R1261C expressing larvae rescues the increase in the number of haemocytes**. Graphs showing the number of haemocytes in third instar larvae expressing either no transgene (*w*^*1118*^ control), mTET2-wt, or mTET2-R1261C, mTET2-R1261C + Myd88 RNAi, mTET2-wt + Myd88 RNAi, mTET2-R1261C + Stat92E RNAi, mTET2-wt + Stat92E RNAi, mTET2-R1261C + Relish RNAi, mTET2-wt +Relish RNAi, mTET2-R1261C + GFP RNAi, or mTET2-wt + GFP RNAi driven by dTet-Gal4 (n ≅ 30). (**a**) mTET2-R1261C + Myd88 RNAi expressing larvae show a significant decrease in the number of haemocytes compared to mTET2-R1261C larvae (Unpaired t-test; ****p < 0.0001). (**b**) Number of haemocytes in mTET2-R1261C + Stat92E RNAi expressing larvae was significantly reduced compared to mTET2-R1261C larvae (Unpaired t-test; ****p < 0.0001). mTET2-wt + Stat92E RNAi expressing larvae showed a significant decrease in haemocytes number compared to mTET2-wt larvae (Unpaired t-test; * *p* < 0.05). (**c**) mTET2-R1261C + Relish RNAi expressing larvae showed no significant difference in the number of haemocytes compared to mTET2-R1261C larvae (Unpaired t-test; ns: *p* > 0.05).

## Discussion

Epigenetic balance is maintained by a network of proteins and any departure from this homoeostasis, whether resulting in a permissive or resistant state, can lead to the activation of oncogenic programs [32]. TET2 was found to be mutated in AML, MDS, and CMML [29,33–35]. Most of these mutations resulted in the loss of catalytic activity of TET2, therefore pointing towards the importance of its catalytic function [36,37]. In this study, we developed a *Drosophila* model to understand the impact of expression of wild type mammalian TET2 as well as a mutation Arginine 43 to Glycine (R43G) that was identified in DIPG, a brainstem tumour that is highly aggressive and difficult to treat surgically [38]. A total of 69 TET2 mutations identified in CNS tumours are currently documented in *cBioPortal*. These include 12 missense mutations (putative driver mutations), 50 missense mutations with unknown significance, 5 truncating mutations (putative driver mutations), and 2 splice mutations (putative driver mutations). The percentage of samples with somatic mutations in TET2 as per *cBioPortal* is 1.1%. Of note, the R43G mutation was not found to be amongst the 69 TET2 mutations in *cBioPortal* indicating that substitution at this residue was first reported in our previous exome sequencing data. By using bioinformatics prediction tools, this mutation showed an intermediate biological effect and was therefore a good candidate for our *Drosophila* model. In addition, there are other missense somatic mutations that are present in glioma in TET2 outside the catalytic domain. We therefore also included the Arginine 1261 Cysteine (R1261C) catalytically inactive mutant that is commonly reported in AML patients [39]. Notably, this residue was also found to be mutated in a total of eight glioma samples, seven of which had the R1261C mutation and one had the Arginine 1261 Histidine R1261H mutation (*cBioPortal*). We first wanted to express wild type and mutant mTET2 in cells that express dTet in flies. This includes expression in the larval and adult brains, in both neural and glial cell populations, as well as the larval fat body, wing discs, and eye discs [24]. We verified the expression of transgenes and assessed the status of its catalytic activity, with a resulting change on both RNA and DNA modifications that TET is known to catalyse. Although dTet is capable of oxidizing 5mrC, mammalian TET proteins have been shown to perform this function *in vitro* only [40,41]. Our findings point towards the ability of mTET2 to act on 5mrC *in vivo* with clear reduction in 5hmC levels in adult brains of the catalytically inactive mutant mTET2-R1261C.

The expression of mTET2-wt, mTET2-R1261C, and mTET2-R43G in flies also led to gaps in the thorax and abdomen. This cleft phenotype has been described extensively in many studies which addressed the involvement of the JNK pathway in this critical thorax closure process [42–44]. However, recent studies with mutants that are unrelated to the JNK pathway have also reported this phenotype. For instance, another protein that is involved in epigenetic regulation is Alpha-Thalassaemia and mental retardation X-linked syndrome (ATRX) and it has been linked to thorax closure via its effect on expression of genes required for this process [45]. On the other hand, Activating transcription factor 3 (atf3) has been shown to play a crucial role in abdomen closure through its ability to interact with Jun and Fos from the JNK pathway [46]. This hints at the idea that genes that are involved in morphogenesis are more extensive than initially thought. Furthermore, the expression of the mTET2 transgenes also led to a structural malformation in male genitalia. Interestingly, this phenotype is also observed in JNK pathway dysregulation, but it has only been described in a few previous studies [47,48]. Although these phenotypes may seem distant from the mammalian system, the molecular players and signalling pathways are conserved as the JNK pathway is known to be dysregulated in cancers. In our study, we hypothesize that excessive inhibition of the JNK pathway caused the observed phenotypes because of defective or incomplete migration of epithelial cells. 

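puc (FBgn0243512; 3R, 8105332 to 8122294) had 92.6 ± 8.40 CPM in control, 98 ± 2.75 CPM in mTET2-wt, 107 ± 4.66 CPM in mTET2-R43G and 93.5 ± 14.7 CPM in mTET2-R1261C. The log2 fold changes relative to control were 0.08, 0.20 and 0.01 (standard errors 0.10, 0.10 and 0.10, adjusted p = 0.779, 0.272 and 0.994 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mTET2-R1261C the sign changed without control replicate 1 (−0.01), control replicate 3 (−0.04) or mTET2-R1261C replicate 1 (−0.10).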

Surprisingly, Puckered (Puc), the sole *Drosophila* Jun N-terminal kinase (JNK)-specific MAPK phosphatase (MKP) was not among the differentially regulated genes in the RNA-seq that was performed on adult heads. Puckered is expressed in moderate levels in the adult brain but this has not been studied in detail and there is a lack of information on the role of the JNK pathway in the fly brain. Although none of the DEGs that were identified in the mutants were directly related to the JNK pathway, this does not exclude the possibility that some of these genes may be connected to the JNK pathway or that regulation may occur at the post-transcriptional level.

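A list of 15 genes of the JNK pathway (puc, bsk, hep, Jra, kay, egr, grnd, wgn, msn, slpr, Tak1, Mkk4, Traf6, raw and Mmp1) was tested as a set. Its median log2 fold change relative to control was −0.01 in mTET2-wt, 0.02 in mTET2-R43G and 0.01 in mTET2-R1261C (adjusted p = 0.867, 0.561 and 0.998 from camera with Benjamini-Hochberg adjustment). In each group 0 of the 15 genes were DEGs, also with p-values adjusted over the list alone. The unadjusted p-value was under 0.05 for 3 genes in mTET2-wt (2 higher, 1 lower), for 7 in mTET2-R43G (5 higher, 2 lower) and for 1 in mTET2-R1261C (egr, lower). Compared with mTET2-wt, the medians were 0.02 and −0.03 (adjusted p = 0.543 and 0.825), 0 genes were DEGs and 0 had an unadjusted p-value under 0.05.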

We also observed melanotic or necrotic abdominal masses in a subset of adult flies expressing wild type or mutant mTET2. The appearance of these masses in flies has typically been attributed to a hyperactive immune system. Melanization is a protective process that is activated in response to an immune stressor by a specific class of haemocytes (blood cells), the crystal cells. Melanin accumulation at a site of injury can lead to immobilization of pathogens and initiate the wound healing process [49]. In addition, the melanization process also produces free radicals that can kill pathogens [50]. 

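The immune effector list was also tested for the mean of the 3 mTET2 groups against control. Its median log2 fold change was 1.63 (1.55 with lower bounds), and 36 of its 38 genes were higher (adjusted p = 4.22e-17 from camera, 0.00793 from fry and 0.0402 with the estimated correlation). Of the 38 genes, 7 were upregulated DEGs, and 20 were upregulated with p-values adjusted over the list alone. Unadjusted p-values were under 0.05 for 30 genes that were higher and for 1 that was lower.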

The peptides that are secreted upon activation of the three immune pathways, the Toll pathway, IMD pathway, and JAK-STAT pathway, were found to be significantly upregulated in the mTET2-wt, mTET2-R1261C, and mTET2-R43G flies. Most molecules that are involved in these pathways have conserved homologs in the mammalian immune system. The IMD pathway is homologous to the TNF-α pathway while the Toll pathway resembles the NF-κB pathway [51]. Previous evidence indicated a correlation between AMPs overexpression and neurodegeneration where flies with high AMP brain levels demonstrated reduced lifespan and locomotor deficit [52]. In their study, blocking the Toll pathway was effective in reducing neurodegeneration and restoring survival in these flies. As such, in our model, the mTET2 mutation may act as a proactive signal that is crucial for boosting the initiation of innate immune response. Although the status of IMD and Toll pathways in glioma is not well characterized, our data showed that AMP genes related to these signalling pathways were remarkably upregulated in mTET2-R43G and mTET2-R1261C brains. This indicates that Toll and IMD pathways might be implicated in the brain humoral immune response in mTET2 mutants. 

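Whether the immune effector genes differed between the mutants and mTET2-wt was tested directly. The median log2 fold change of the list relative to mTET2-wt was −0.49 in mTET2-R43G and −0.93 in mTET2-R1261C (adjusted p = 4.89e-06 and 6.58e-10 from camera with Benjamini-Hochberg adjustment). Neither difference held under fry (adjusted p = 0.360 and 0.347) or with the estimated correlation (0.476 and 0.420). In mTET2-R43G 9 of the 38 genes, and in mTET2-R1261C 8, were higher than in mTET2-wt. In mTET2-R43G 0 genes were DEGs and 9 were lower with an unadjusted p-value under 0.05. In mTET2-R1261C, Drsl4 was an upregulated DEG relative to mTET2-wt, and with p-values adjusted over the list alone 1 gene was upregulated and 4 were downregulated. Between the mutants the median was −0.39 (adjusted p = 0.795). A list of 18 genes for components of the Toll and IMD pathways, of which 16 could be tested, had medians relative to control of 0.02 in mTET2-wt, −0.03 in mTET2-R43G and 0.01 in mTET2-R1261C (adjusted p = 0.867, 1.00 and 0.998). In each group 0 of these genes were DEGs, also with p-values adjusted over the list alone. At an unadjusted p-value under 0.05, 3, 1 and 2 genes were higher and 1, 2 and 2 were lower.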

A recent study demonstrated the involvement of Toll pathway in the immune reaction of the nervous system. In the latter study, spätzle, which directly activates Toll pathway, was proposed to play a role in suppressing gliomagenesis and glioblastoma progression [53]. Moreover, the JAK-STAT pathway has also been reported to be involved in tumorigenesis and the formation of melanotic tumours [54,55]. *TotA* and *TotB*, which are transcribed in response to activation of the JAK-STAT pathway, were upregulated in wild-type mTET2 heads, indicating that TET2 can interact with – and perhaps activate – these immunity-related signalling pathways. 

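TotA (FBgn0028396; 3R, 20871036 to 20871700) had 116 ± 75.4 CPM in control, 479 ± 108 CPM in mTET2-wt, 139 ± 84.6 CPM in mTET2-R43G and 244 ± 112 CPM in mTET2-R1261C. In mTET2-wt its log2 fold change relative to control was 2.04 (standard error 0.57, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the adjusted p-value was 0.0197, and over the alternatives it ranged from 0.0197 to 0.253. In mTET2-R43G the log2 fold change was 0.26 (adjusted p = 0.819), and −0.16 without control replicate 2 and −0.36 without mTET2-R43G replicate 1. In mTET2-R1261C it was 1.07 (adjusted p = 0.499). TotB (FBgn0038838; 3R, 20873938 to 20874522) was close to the limit of detection, with 0, 0 and 1 counts in the control libraries and 7, 9 and 8 in the mTET2-wt libraries. It was at least 2.55-fold higher in mTET2-wt (adjusted p = 0.0515, from DESeq2 0.0498, in a range of 0.0498 to 0.191). In mTET2-R43G it had 2, 3 and 1 counts, and no fold change is given. In mTET2-R1261C, with 2, 7 and 1 counts, it was at least 1.20-fold higher (adjusted p = 0.247). For the mean of the 3 mTET2 groups against control, TotA had a log2 fold change of 1.13 and TotB was at least 1.48-fold higher (adjusted p = 0.235 and 0.0903), and neither was a DEG there under any alternative.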

Future work should aim to identify IMD and Toll targets in glial cells to better understand the mechanisms of AMP dysregulation in the brain by both dTet and the exogenous dTet expression of mTET2. These AMPs could be imported from the haemolymph into the brain or secreted by haemocytes or glial cells in the brain upon mTET2 expression. It is therefore critical to assess whether the immunity triggered in the brain is brain cell-specific or is induced by the fat body initially upon mTET2 expression. In mTET2-R1261C mutants, the immune response was characterized by melanotic masses in adult flies and increased haemocyte number in larvae. A possible explanation for the increased haemocyte count could be a dysregulation in the expression of genes implicated in haemocyte proliferation, resulting in increased circulating haemocytes throughout larval development. Blocking either Myd88/Toll or Stat92E/JAK-STAT pathways reduced the increase haemocyte numbers induced upon expression of mTET2-R126C. This has been consistently documented in previous leukaemia fly models where oncogene expression in flies induced haemocyte expansion and formation of melanotic tumours [56,57]. One example is mutations in RAS inducing an increase in the number of circulating haemocyte and dysregulation in Toll and IMD pathway in response to oncogenic distress [58]. Accordingly, the observed haemocyte increase is more likely to be due to disruption in the proliferation of circulating haemocytes. Additionally, JAK-STAT signalling is known to regulate *Drosophila* haematopoiesis by regulating haemocyte proliferation or differentiation [59]. It has been further demonstrated that in response to tissue damage, the JAK-STAT pathway promotes haemocyte proliferation [60] which is in line with our findings where JAK-STAT components were upregulated in mTET2 mutants. 

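A list of 12 genes for components of the JAK-STAT pathway was tested as a set, with 11 genes above the minimum count. The median log2 fold change relative to control was 0.09 in mTET2-wt, 0.19 in mTET2-R43G and 0.07 in mTET2-R1261C (adjusted p = 0.500, 0.561 and 0.987 from camera with Benjamini-Hochberg adjustment). In each group 0 genes were DEGs, also with p-values adjusted over the list alone. Genes with an unadjusted p-value under 0.05 were Socs36E in mTET2-wt (log2 fold change 0.21) and Socs36E (0.27), apt (0.27) and hop (0.21) in mTET2-R43G, and 0 genes in mTET2-R1261C. Compared with mTET2-wt, the median was 0.02 in mTET2-R43G and 0.00 in mTET2-R1261C (adjusted p = 0.821 and 0.539), and 0 genes were DEGs. At an unadjusted p-value under 0.05 there were 0 genes in mTET2-R43G and 1 lower gene, Socs36E, in mTET2-R1261C.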

Since Relish knockdown in mTET2-R1261C mutants did not rescue the increase in haemocyte numbers, we hypothesize that the IMD pathway might not be directly involved in this process. Moreover, many DEGs that were found in the transcriptome analysis in mTET2 expressing flies relative to controls were indirectly related to the immune system. Genes coding for serine proteases that are important in melanization reaction within haemocytes were dysregulated in mTET2-wt, mTET2-R1261C, and mTET2-R43G. mTET2 did not only affect haemocyte haemostasis but also glial cell numbers in brain. 

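Of 23 symbols listed for genes with known roles in the development of glia and neurons, 22 matched a gene and 21 had enough counts. This list, with repo, gcm, pros and elav among its genes, was tested as a set. Its median log2 fold change relative to control was −0.10 in mTET2-wt, 0.00 in mTET2-R43G and −0.10 in mTET2-R1261C, and −0.06, 0.00 and −0.06 with lower bounds (adjusted p = 0.236, 1.00 and 0.844 from camera with Benjamini-Hochberg adjustment). In each group hkb was the only DEG of the list. With p-values adjusted over the list alone, 1 gene was higher in each group and 1 was lower in mTET2-wt. Unadjusted p-values were under 0.05 for 1 higher and 4 lower genes in mTET2-wt, for 2 and 4 in mTET2-R43G and for 1 and 2 in mTET2-R1261C. The glial gene repo had log2 fold changes of 0.02, 0.00 and 0.04. Relative to mTET2-wt, 0 genes of the list were DEGs in either mutant, and 1 gene was higher with an unadjusted p-value under 0.05 in each.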

Although there were no obvious transcriptomic changes in classical genes involved in the proliferation or differentiation of glial/neuronal cells in the brain, it is still possible that some of the identified DEGs are involved in this process. Expression of *huckebein* (*hkb*), a zinc finger transcription factor required for glial development and differentiation [61], persisted in flies expressing mTET2-R43G and mTET2-R1261C in adulthood and it has been shown that the upregulation of *hkb* is sufficient to increase the number of glia in the fly brain [62]. It is unclear whether this expansion in glia is due to increased proliferation or a shift in differentiation that favours glia versus neurons.

Other candidates that were among the DEGs in mutant TET2 flies and have been reported to be generally dysregulated in cancers include MMPs and other enzymes. 

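A list of 28 neprilysin symbols was tested as a set, with 26 matched to a gene and 23 genes above the minimum count. Relative to control, its median log2 fold change was 0.16 in mTET2-wt, 0.01 in mTET2-R43G and 0.32 in mTET2-R1261C (adjusted p = 0.117, 0.781 and 0.00445 from camera with Benjamini-Hochberg adjustment). The call in mTET2-R1261C held neither under fry (adjusted p = 0.163) nor with the estimated correlation (0.395). Of the 23 genes, 16, 12 and 15 had a higher mean than in control. As DEGs, Nepl4 (FBgn0031805; 2L, 6367882 to 6370190) was lower in all 3 groups, with log2 fold changes of −1.78, −1.42 and −1.66 (adjusted p = 0.0252, 0.0463 and 0.0454 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nep7 (FBgn0039564; 3R, 27954917 to 27957326) was higher in mTET2-wt, with a log2 fold change of 1.20 (adjusted p = 0.00633). Nepl17 (FBgn0039609; 3R, 28872905 to 28875031) had log2 fold changes of 1.09, 0.92 and 1.19 (adjusted p = 0.102, 0.103 and 0.0893). Those of Nepl18 (FBgn0039611; 3R, 28875621 to 28877805) were 1.02, 0.82 and 1.54 (adjusted p = 0.195, 0.199 and 0.0621). With DESeq2, the adjusted p-values of Nepl17 and Nepl18 in mTET2-R1261C and of Nep5 in mTET2-R43G were under 0.05. With p-values adjusted over the list alone, 2 genes in mTET2-wt, 1 in mTET2-R43G and 2 in mTET2-R1261C were higher, and 1 was lower in each group. Unadjusted p-values were under 0.05 for 5 higher and 3 lower genes in mTET2-wt, for 4 and 4 in mTET2-R43G and for 8 and 2 in mTET2-R1261C.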

Genes of the Neprilysin family of MMPs were upregulated in mTET2 mutants compared to controls. A previous study on a fly glioma model reported an upregulation in MMPs, which is thought to be indicative of invasive ability [63]. Concomitant with the glial expansion, flies expressing mTET2-R43G exhibited reduced lifespan and disruption in circadian behaviour compared to mTET2-wt. Although it is not clear how glial cells might contribute to mTET2-R43G related changes in circadian behaviour, previous studies illustrated the role of adult glial cells in modulating the circadian neuronal network and behaviour in *Drosophila* [64]. A recent study reported a disruption in the locomotor circadian rhythm upon overexpression of an astrocyte-derived neurotrophic factor in astrocytes which modulated the activity of the clock neurons and thus circadian behavioural changes [65]. Moreover, the circadian behaviour normally tends to diminish as the flies age which dampens cellular homoeostasis and affects locomotor behaviour [66]. In this context, our data indicates deficits in activity and sleep in the mTET2-R43G mutation in an age-specific manner. In *Drosophila* brain, the circadian clocks are organized in several neuronal clusters that communicate with each other through chemical and synaptic transmission controlling the morning and evening circadian events [67,68]. Any interference in these synaptic connections may lead to undesired disruption in the locomotor activity which is a representation of the circadian clock activity. Thus, a normal circadian behaviour is established by functional neuron-behaviour associations. Consistent with our findings, *Drosophila* Tet has previously shown to have a role in normal behaviour and neuronal network by regulating the development of neurons expressing the pigment dispersing factor (PDF), a key neurotransmitter in the circadian clock that is required to maintain bimodal circadian rhythms [64]. Furthermore, the increase in the rest bouts noticed in mTET2-R43G expressing flies may indicate that these flies display disrupted sleep phases. One of the surprising findings in the study is that mTET2-wt expression itself resulted in increased glial cell population in adults and displayed morphological defects and phenotypic increase in haemocytes, indicating that ectopic expression of TET2 itself can cause dramatic changes albeit to a lesser extent than the mutants. This also suggests that the specific level of TET expression in flies is crucial for proper development, glial haemostasis, behaviour, and circadian rhythm. In fact, previous studies reported overexpression of TET2 in colorectal carcinoma, glioblastoma, melanoma cells, and chronic lymphocytic leukaemia patients [69,70]. It will be of interest to determine which glial cell population is affected in TET2-R43G mutant brains and whether there is a direct link with proliferation and circadian defects. Additionally, overexpression of *Drosophila* Tet (dTet) was detrimental on the survival of the flies during development and adulthood indicating that dTet overexpression could be less tolerated compared to the m TET2 overexpression. This could be due to the difference in the substrate specificity between mammalian TETs and dTet as demonstrated by previous studies that mammalian TETs demethylate 5mC on DNA compared to dTet that demethylates 5mC on RNA and 6 mA on DNA [71,72].

Our transcriptomic analysis and knockdown studies also revealed a role for autophagy-related genes. These genes display great potential as a novel therapeutic target and hence it will be of importance to delineate the extent to which they are correlated with cell survival in TET2 tumour models. In addition, deciphering the mechanisms involved in the immune response to tumours is essential to our understanding of immune recognition and cancer progression. Therefore, the current TET2 *Drosophila* model could be a powerful tool to identify new genes and pathways involved in tumorigenesis as a result of TET2 dysregulation. Our results indicate that non-catalytic TET2 similar to catalytic mutant TET2 is important in regulating essential mechanisms pertaining to fly survival, locomotion and circadian rhythms that warrants further assessments to better understand the role of TET2 in development and cancer.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

RNA-seq datasets for Drosophila samples have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE213118.

# Supplementary material for: Phenotypic and transcriptomic impact of expressing mammalian TET2 in the Drosophila melanogaster model
**Source:** Epigenetics. 2023 Mar 29;18(1):2192375. doi: 10.1080/15592294.2023.2192375
**Supplement:** Supplemental Material

**Supplementary Figure 1:**  **Schematic illustration of the crosses schemes used for transcriptomic analysis**. UAS/GAL4 system is used to express the mTET2 transgenes in dTet expressing tissues using the dTet Gal4 promotor. To obtain this expression, the fly system must include the transcriptional activator protein; GAL4 that is under the control of a tissue-specific promotor, and the gene of interest coupled to the UAS (Upstream Activating Sequence) which is a sequence recognized by GAL4. When GAL4 is expressed, it binds UAS to drive the transcription of gene of interest in a tissue-specific manner. The UAS/GAL4 system can be used in the same manner to knockdown a gene using RNA interference; RNAi.

**Supplementary Figure 2: Survival defects exhibited by TET expressing flies.** Flies overexpressing dTet show significant survival defects with low percent of pupae eclosing into adults. Overexpressing mTET2-wt with dTet RNAi displays a slight reduction in the number of eclosed pupae. (n=3, 6-20 larvae per group; *p < 0.05, ****p < 0.0001).

**Supplementary Figure 3: Survival analysis in adult transgenic and RNAi flies**. Kaplan-Meier survival curve of male flies expressing w1118 control (n=24); mTET2-wt (n=24); mTET2-R43G (n=28); dTet (n=21); mTET2-wt+dTet RNAi (n=29); mTET2-R43G+Atg16 RNAi (n=24); mTET2-wt+Atg16 RNAi (n=21); mTET2-R43G+ich RNAi (n=26), mTET2-wt+ich RNAi (n=20); Atg16 RNAi (n=19); ich RNAi (n=25); dTet-Gal4 (n=14). All mTET2 transgenes and RNAi lines are driven by dTet-Gal4. Statistical significance of the difference between survival curves was determined using the Mantel-Haenszel test. dTet-Gal4 expression did not have an impact on the survival of flies whereas the survival of dTet overexpressing flies was significantly reduced compared to mTET2-wt flies **(A)**. More severe life span reduction was observed in adult mTET2 flies with dTet RNAi compared to mTET2 expression alone **(B)**. Knocking down Atg16 and ich reduced the survival of the adult life span **(C and D respectively)**. (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

**Supplementary Figure 4: Average locomotor actograms illustrating the activity of flies over 30 days at 25°C.** The actograms are plotted for each of the following fly genotypes: Control (*w^1118^*), mTET2-wt, mTET2-R43G, mTET2-R1261C, R43G+Atg16 RNAi, mTET2-wt+Atg16 RNAi, R43G+ich RNAi, and mTET2-wt+ich RNAi. Flies were exposed to 12:12 h light/dark cycles for 30 days at 25°C. Note that, the graphs do not include the dTet-Gal4 driver added to the text underneath each graph. The flies show bimodal activity profiles with morning (ZT0) and evening (ZT12) peaks.

**Supplementary Figure 5: Immune-related genes are upregulated in mTET2 flies relative to controls.** (**A-D**) qRT-PCR on adult heads for Drosomycin, Diptericin, AttacinC, and TotA (*, p<0.05, **, p<0.01, ****, p<0.0001, n=2, 30 flies per group).

**Supplementary Table 1:** Sequences of the primers used for qRT-PCR: *Rp49, Diptericin, Drosomycin, AttacinC,* and *TotA*.

**Supplementary Table 2.** **Table summarizing the transgenic and RNAi fly lines used.**

**Supplementary Table 3:** The differentially expressed genes (DEGs) in mTET2-wt relative to control, and mTET2 mutants relative to control or to mTET2-wt.

How the deposited data were processed for this re-analysis (not part of the article)

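RNA-seq libraries from adult fly heads were analysed, 12 in all, with 3 biological replicates in each of the groups control (dTet-Gal4>w1118), mTET2-wt, mTET2-R43G and mTET2-R1261C. Each replicate was a pool of 30 heads of 1-day-old flies. The authors aligned paired-end reads with hisat2 to the FlyBase genome dmel_r6.28 and counted read pairs per gene with featureCounts, as the header of the counts table and the methods of the paper state. Counting was done on the reverse strand, over whole gene bodies and on read pairs, and read pairs that mapped to more than 1 place or overlapped more than 1 gene were left out. The table holds raw counts for 17730 genes, with no normalization and no filter. Of these, 2889 genes had 0 counts in all libraries, and 2896 overlap another gene on the same strand, so that part of their reads could not be counted. Gene symbols came from the reference for 17632 genes and from Supplemental Table 3 of the paper for 3 more, and 95 genes are known by identifier only. The coordinates of 99.7% of the genes named in the reference were identical in the Ensembl annotation. Reads were not analysed here, and neither were levels of the transgenes, whose sequence is not in the fly annotation.

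Counted read pairs per library ranged from 15894383 to 19434046, and 117 ribosomal RNA genes held from 2.19% to 7.31% of them. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9. Genes with a summed count under 10 over the 12 libraries were left out, as in the paper, which left 12433 genes. Counts were normalized with TMM (factors from 0.959 to 1.05), and one model with a mean per group was fitted to all libraries with edgeR's quasi-likelihood method. Each mTET2 group was compared with control, each mutant with mTET2-wt, the mutants with each other, and the mean of the 3 mTET2 groups with control. P-values were adjusted with the Benjamini-Hochberg method in each comparison. DEGs had an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. The common dispersion was 0.0315. Standard errors are those of the log2 fold changes. Where all libraries of a group had at most 3 counts, fold changes were computed against 3 counts and are lower bounds. In 3 data sets simulated from these counts, each with 200 genes changed by a log2 fold change of 2, edgeR recovered 93.0% of the changed genes, and 12 of its calls (2.11%) were false. DESeq2 recovered 94.7%, with 19 false calls (3.24%).

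Of the genes, those named are every gene that the text of the paper names from the RNA-seq, with Tet, Myd88, Rel and Stat92E, the marker genes w and y, the members of the lists below, and for each comparison the 2 upregulated and the 2 downregulated DEGs with the smallest adjusted p-values among those whose groups were separated library by library. Genes outside this rule are marked as chosen after their values were seen. The lists, 15 in number, were written down from general knowledge of fly biology: immune effectors, components of the JAK-STAT pathway, components of the Toll and IMD pathways, the JNK pathway, development of glia and neurons, neprilysins, circadian clock, male and female composition, midgut digestive enzymes, cuticle of young adults, fat body, haemocytes, testis, and the marker genes w and y. Lists were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at the estimated correlation. In simulations, a list of 30 changed genes was called in 3 of 3 data sets and a list of 30 unchanged genes in 0 of 3.

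The comparisons, the rule for named genes, the lists and the alternatives were set before the data were examined. The alternatives were DESeq2 in place of edgeR, DESeq2-type size factors (RLE), no filter on low counts, edgeR's filterByExpr and the replicate number as a block. Others were a robust fit, a fit without ribosomal RNA genes, a fit of only the libraries compared and no minimum fold change. Each library of the groups compared was also left out in turn. Such a fit has fewer libraries and is by itself a weaker test, so that a call lost in it need not reflect a smaller change. One more, a DESeq2 fit without the control group for the comparisons between mTET2 groups, was chosen after seeing the data. No mitochondrial genes were in the table, and so this class was not left out anywhere. The libraries were also split in all other ways into groups of the same sizes, or in 100 drawn ways where more were possible. Tests of technical explanations are described with their results, and some of them were chosen or reworded after values had been seen. Gene ontology annotation, qRT-PCR, survival, behaviour, haemocyte counts and blots were not analysed here.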

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

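The tests of the midgut genes, of the region around Atg16 and of the genes near the landing site were chosen only after the results were seen.

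The mTET2 groups differed from each other in direct tests: 10 genes were DEGs between mTET2-R43G and mTET2-wt, 18 between mTET2-R1261C and mTET2-wt and 9 between the mutants. In each of these comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs. Other splits gave at most 0, 0 and 1 DEGs. With 10 splits the share cannot go below 0.1, so that these splits by themselves do not decide on chance in a single comparison. For the 7 genes changed the same way in both mutants relative to mTET2-wt, 1 of 100 relabellings of the 12 libraries, the real one, gave as many, and the others gave at most 1, which argues against chance. The mutants share the mTET2-wt libraries in these comparisons. In 20 simulations of unchanged groups the highest number of shared DEGs was 0. No group differs in these simulations, so that they cannot decide whether a difference of the mTET2-wt libraries alone made the overlap. Median depth ranged from 16266495 to 18981512 read pairs between the groups. Each mTET2 group comes from a line of its own, and a difference between lines other than in the mTET2 protein, such as its level or the genetic background, was not tested. The substitutions in mTET2 therefore stay open as a biological explanation, together with the line.

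CG42592 and Atg16, which are neighbours on 3R with 508 bases between them, were both higher in the mutants. A change of the wider region was tested on the 7 other genes within 20 kb, of which 0 were DEGs in a mutant. The unadjusted p-value was under 0.05 for 3 of the 7 genes, ca and Cad99C in mTET2-R43G relative to control and CG7829 in mTET2-R1261C relative to mTET2-wt, which were chosen after their values were seen. A small change of the region and a change of these 2 genes only cannot be told apart, because such small changes in neighbours do not decide between them. Read pairs that run from CG42592 into Atg16, or a strain variant of the region, were not tested.

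The midgut digestive enzyme genes were higher in mTET2-wt than in control, a signal in a list of which the paper discusses CG6592 only. Over 39 genes, the median log2 fold change was 3.78 (3.34 with lower bounds; adjusted p = 2.64e-09 from limma's camera), and 38 genes were higher. Neither fry (adjusted p = 0.212) nor camera with the estimated correlation (0.470) called it. Of the 39 genes, 1 was a DEG (CG6592), 22 were higher and 0 lower with an unadjusted p-value under 0.05, and 17 were higher with p-values adjusted over the list alone. In mTET2-R43G the median was 0.35 and in mTET2-R1261C 0.00 (adjusted p = 0.168 and 0.987; 0.00 and −0.48 with lower bounds), with 1 DEG in each, again CG6592. Of the 39 genes, 30 had their highest level in the library of mTET2-wt replicate 3, against 3.25 expected by chance (one-sided exact binomial p = 4.19e-25, which treats the genes as independent). Their summed level was 3081 CPM in that library and from 119 to 458 CPM in the others. The most abundant were alphaTry at 475 CPM, betaTry at 368 CPM and Jon65Aiv at 291 CPM, with at most 16.5, 13.3 and 25.5 CPM in any other library, so that all libraries hold some of these transcripts. Without mTET2-wt replicate 3 the median was 0.45 (adjusted p = 4.66e-05), which argues against an effect of this size in all replicates of mTET2-wt. A candidate explanation is gut tissue in the pool of mTET2-wt replicate 3. CG6592 was higher in all 3 groups and all their libraries, and gut tissue in that 1 library does not account for it.

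The marker genes w and y, which the paper does not discuss, were higher in all mTET2 groups than in control. The log2 fold change of w was 1.92, 2.26 and 2.23 in mTET2-wt, mTET2-R43G and mTET2-R1261C, and that of y was 3.06, 3.02 and 2.99, and both were DEGs in each group. The median of the pair was 2.49, 2.64 and 2.61 (adjusted p = 1.14e-24, 1.17e-22 and 2.46e-32 from camera; 1.94e-06, 1.20e-06 and 1.28e-06 from fry). A change of the regions around w and y on the X chromosome was tested on 6 other genes within 50 kb, of which 0 were DEGs. The unadjusted p-value was under 0.05 for 3 of the 6 (CG32816, CG32795 and kirre, chosen after their values were seen), and CG32816 was higher in all 3 groups, with log2 fold changes of 0.63, 0.76 and 0.44. A small change of these regions cannot be told apart from a change of w and y alone, because the neighbours that moved were few and moved little. Copies of the marker genes carried with the transgenes or at the landing site, which control flies would lack, were not tested, since reads from such copies are counted on w and y themselves.

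Within 100 kb of the landing site of the transgenes, 8 genes were DEGs relative to control, and 0.22% of randomly drawn genes had as many around them (one-sided permutation p = 0.00230). The region was first tested as a whole, and it was divided into Bomanin and other genes after the result was seen. Of the 8 genes, 6 were Bomanin genes of the immune list, with a median log2 fold change of 1.52 in mTET2-wt. Immune effectors on other chromosome arms were higher too, with a median of 2.13 in mTET2-wt, which argues against nearness to the landing site as the reason for the rise of the list as a whole. All of these 6 were DEGs in mTET2-wt, 1 was in mTET2-R43G and 0 were in mTET2-R1261C, with medians of 0.84 and 0.61 in the mutants. The 10 genes of the immune list within 100 kb, whether DEGs or not, had medians of 1.52, 0.84 and 0.73. A local effect of the same size in all 3 lines, which share the landing site, does not predict this fall. Still, none of the 10 was a DEG between mTET2 groups (lowest adjusted p = 0.254), so that a local effect of the insertion cannot be told apart from an immune response for the Bomanin genes. The other 2 genes, lncRNA:CR42736 and CG18540, were a number that 10.3% of randomly drawn genes reached (one-sided permutation p = 0.103). With only these 2 genes a local effect cannot be told apart from chance in number, although lncRNA:CR42736 was nearly without counts in control and had counts in all 9 mTET2 libraries. CG18540 had log2 fold changes of 3.05, 3.27 and 2.68, and was a DEG in mTET2-wt and mTET2-R43G. A biological explanation through mTET2 stays open for all 8 genes.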

How the results depend on the processing

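The alternatives below had been fixed in advance, except the DESeq2 fit without the control group, which was chosen after seeing the data, and no other tests here were chosen only after the result was seen. Every DEG count was also fitted with each library of the groups compared left out in turn, and libraries of the other groups were not left out.

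With DESeq2 in place of edgeR, the number of DEGs was 226 in mTET2-wt, 231 in mTET2-R43G and 157 in mTET2-R1261C relative to control, of which 141, 161 and 91 were also DEGs with edgeR. Relative to mTET2-wt it was 29 in mTET2-R43G and 44 in mTET2-R1261C, and 10 and 18 of these were the DEGs of edgeR. Between the mutants it was 2, and 15 genes were shared by the mutants relative to mTET2-wt. In the DESeq2 fit without the control group, run only for the comparisons between mTET2 groups, there were 29 DEGs in mTET2-R43G and 40 in mTET2-R1261C relative to mTET2-wt, 13 shared by the mutants and 7 between the mutants, of which 10, 18, 7 and 1 were also DEGs with edgeR. The cause was not tested. Without the minimum fold change the numbers were, by construction, higher: 279, 538 and 185 relative to control, 18 in mTET2-R43G relative to mTET2-wt, 492 for the mean of the 3 mTET2 groups and 108 shared by the 3 groups. In a fit of only the libraries compared, there were 93 DEGs in mTET2-R43G relative to control (87 of them among the 167), 5 in mTET2-R43G relative to mTET2-wt, 4 between the mutants, 31 shared by the 3 groups and 3 shared by the mutants. These fits use fewer samples to estimate the spread.

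The replicate numbers do not pair the libraries: over 18 pairs of libraries with the same number, correlations of the residuals ran from −0.21 to 0.20, with a median of −0.05. With the replicate number as a replicate block, 102 genes were DEGs in mTET2-R43G relative to control (45 higher and 57 lower, 99 of them among the 167), 5 were DEGs between the mutants and 12 were shared by the mutants relative to mTET2-wt. For the mean of the 3 mTET2 groups, 67 of its 136 DEGs were higher and 69 lower. In mTET2-R1261C relative to mTET2-wt, 11 were higher and 15 lower, and of the genes shared by the 3 groups 19 were higher and 17 lower. Other DEG counts under the block were within 1.5 times those reported. Calls that the block removed were those of DptB, CG33502 and ich in mTET2-R43G (adjusted p with the block = 0.0732, 0.102 and 0.0505), Dhc16F and hkb in mTET2-wt (0.0614 and 0.0769), all relative to control, and DptA, DptB and AttC for the mean of the 3 mTET2 groups (0.0833, 0.0503 and 0.0876). Their adjusted p-values over all alternatives ranged from 4.08e-04 to 0.111, from 3.76e-04 to 0.131, from 7.84e-04 to 0.0988, from 6.72e-06 to 0.106, from 1.75e-04 to 0.118, from 9.64e-06 to 0.192, from 3.67e-06 to 0.106 and from 3.86e-05 to 0.192. The cause was not tested. The other alternatives for the DEG counts, RLE size factors, no filter, filterByExpr, a robust fit and a fit without ribosomal RNA genes, changed no count by more than 1.5 times.

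Across the fits that each left out 1 library, the number of DEGs ranged from 71 to 115 in mTET2-wt, from 81 to 153 in mTET2-R43G and from 55 to 113 in mTET2-R1261C relative to control. The highest values of each were reached without control replicate 3, mTET2-R43G replicate 3 and mTET2-R1261C replicate 3. Relative to mTET2-wt, the ranges were from 3 to 8 in mTET2-R43G and from 7 to 15 in mTET2-R1261C, and between the mutants from 3 to 10. They were from 95 to 187 for the mean of the 3 groups, from 30 to 55 for the genes shared by the 3 groups and from 2 to 6 for those shared by the mutants. The lowest values came without control replicate 2 in mTET2-wt (71), in mTET2-R1261C (55), for the mean (95) and for the genes shared by the 3 groups (30), without control replicate 3 in mTET2-R43G (81), and without mTET2-wt replicate 2 or mTET2-R43G replicate 2 for the genes shared by the mutants (2). Leaving out a library lowered most of these numbers and raised some, so that which library was left out mattered. A fit with fewer libraries is also by itself a weaker test.

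The median of the immune effector list stayed above 0 in all groups under all alternatives run for it. Under fry, the value of 1.60 in mTET2-R43G was not past the threshold (adjusted p = 0.0610), and with the estimated correlation neither that value nor the 1.23 of mTET2-R1261C was (adjusted p = 0.207 and 0.0784). For camera with the estimated correlation, the larger correlation between genes weakens the test by construction. Why fry did not call the value was not tested. Without 1 library the medians ranged from 2.03 to 2.59 in mTET2-wt, from 1.04 to 1.93 in mTET2-R43G (1.04 without mTET2-R43G replicate 2) and from 0.82 to 1.38 in mTET2-R1261C (0.82 without mTET2-R1261C replicate 3).

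Of 107 results for single genes, 63 had the same direction and call under all alternatives, 37 lost or gained a call under at least 1 and 7 changed sign. DESeq2 added 21 calls, and for 3 results (alpha-Est4, CCHa1 and lncRNA:CR44691 between the mutants) it gave no adjusted p-value. Of 24 results, the DESeq2 fit without the control group added 6 calls and gave no adjusted p-value for the same 3. RLE size factors and the fit without ribosomal RNA genes added 1 call each, filterByExpr 2 and no filter 5. The block and the robust fit removed 8 each, and the fit of only the libraries compared added 5 and removed 7. Leaving out 1 library removed a call in 55 fits, added 1 in 11 and changed the sign in 12, and it changed neither in 636. The cause was not tested.

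None of the results that changed sign was a DEG. AttA in mTET2-R1261C relative to control was −0.53 without mTET2-R1261C replicate 3 (range −0.53 to 2.23). TotA in mTET2-R43G was −0.16 without control replicate 2 and −0.36 without mTET2-R43G replicate 1 (range −0.36 to 0.78). Dhc16F in mTET2-R1261C was 0.025 without mTET2-R1261C replicate 2 (range −0.61 to 0.025). CG33502 in mTET2-wt was −0.05 without control replicate 2 and −0.18 without mTET2-wt replicate 3 (range −0.18 to 1.76). For ich in mTET2-R1261C, the value relative to control was −0.40 without mTET2-R1261C replicate 3 (range −0.40 to 0.90). Relative to mTET2-wt it was 0.13 without mTET2-wt replicate 2 and 0.02 without mTET2-R1261C replicate 2 (range −0.97 to 0.13). puc in mTET2-R1261C was −0.01 without control replicate 1, −0.04 without control replicate 3 and −0.10 without mTET2-R1261C replicate 1 (range −0.10 to 0.13).

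At this depth, genes with fewer than 10 counts in total were not tested, and for genes near 0 counts in a group only a lower bound of the change can be given. With 3 libraries per group and a spread as large as that of Drs, DptA and AttC, log2 fold changes above 4 in a single mTET2 group were not past the threshold in the edgeR fit.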

Differences from the paper's values

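The DESeq2 fit without the control group was chosen after seeing the data, and the other alternatives were set before the data were examined. No other tests here were chosen only after the result was seen. A gap is called closed below where a number came within 1.5 times the paper's, which can still be well away from it.

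The number of DEGs relative to control in mTET2-wt was 149 against the paper's 227. With DESeq2 it was 226, with no filter on low counts 155 and with no minimum fold change 279, each within 1.5 times the paper's, and the other alternatives did not close the gap (71 to 115 with 1 library left out). In mTET2-R1261C it was 93 against the paper's 156. DESeq2 (157) came nearest to the paper's number. No filter on low counts (104) and no minimum fold change (185) came only within 1.5 times it. So did the fits without control replicate 3 (105) or mTET2-R1261C replicate 3 (113), and the others did not. The upregulated genes shared by the 3 mTET2 groups were 25 against the paper's 40. DESeq2 (41) came nearest to the paper's number. No filter on low counts (27) and no minimum fold change (50) came only within 1.5 times it. So did the fits without mTET2-R43G replicate 1 (28) or mTET2-R1261C replicate 3 (28), and the others did not. In the paper's supplement, 157 genes were upregulated in mTET2-wt, against 91 here. The number was 156 with DESeq2 and 148 with no minimum fold change, and the others did not close the gap. In mTET2-R1261C the supplement has 104 upregulated genes, against 55 here. DESeq2 (105), no minimum fold change (102) and the fits without control replicate 3 (78) or mTET2-R1261C replicate 3 (87) closed this gap, and the others did not.

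Relative to mTET2-wt, 10 genes were DEGs in mTET2-R43G against the paper's 29. With DESeq2 there were 29, in the DESeq2 fit without the control group also 29, and no other alternative closed the gap (3 to 8 with 1 library left out). Upregulated were 5 against the paper's 12 (11 with DESeq2, 12 with DESeq2 without the control group and 8 with no minimum fold change), and downregulated 5 against the paper's 17 (18 with DESeq2 and 17 with DESeq2 without the control group), and the other alternatives did not close these gaps. In mTET2-R1261C, 18 genes were DEGs against the paper's 37. DESeq2 (44), DESeq2 without the control group (40) and the replicate block (26) closed this gap, and the others did not (7 to 15 with 1 library left out). Upregulated were 12 against the paper's 19 (19 with DESeq2, 20 with DESeq2 without the control group and 15 with no minimum fold change), and downregulated 6 against the paper's 18 (25 with DESeq2, 20 with DESeq2 without the control group and 15 with the block), and the others did not close these gaps. Shared by the mutants, 3 genes were upregulated against the paper's 5 (4 with DESeq2, 5 with DESeq2 without the control group and 4 with no minimum fold change) and 4 were downregulated against the paper's 8 (11 with DESeq2, 8 with DESeq2 without the control group, 9 with the block and 6 with no minimum fold change), and the others did not close these gaps. The mean counts in the paper's supplement for these comparisons are those of libraries without the control group (within 0.01% for 29 of 29 and 37 of 37 genes), and those for the comparisons with control are of all 12 libraries.

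The paper describes Drs, diptericin, attacin and Turandot genes as upregulated in mTET2 heads, from DESeq2. By qRT-PCR, not analysed here, it also found Drosomycin significantly higher in mTET2-wt and mTET2-R1261C, and Diptericin in both mutants. With DESeq2 on these counts, 226 of 226 DEGs in mTET2-wt, 230 of 231 in mTET2-R43G and 156 of 157 in mTET2-R1261C were in the paper's list. The differences below therefore go with the test used. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, DptB in mTET2-wt and mTET2-R43G was the only DEG among DptA, DptB, AttA, AttB, AttC, Drs, TotA and TotB in tests of single groups against control. In the test of the mean of the 3 mTET2 groups against control, DptA, DptB and AttC were DEGs (log2 fold changes 4.98, 4.41 and 4.69, adjusted p = 0.0484, 0.0234 and 0.0484, in ranges of 9.64e-06 to 0.192, 3.67e-06 to 0.106 and 3.86e-05 to 0.192), and the other 5 genes were not. There, Drs was called by DESeq2 (adjusted p = 0.00183) and in the fits without control replicate 1 or mTET2-R43G replicate 3 (range 0.00183 to 0.213), AttB by DESeq2 (adjusted p = 0.00791, in a range of 0.00791 to 0.332), and AttA, TotA and TotB by no alternative. In single groups, Drs had log2 fold changes of 4.20, 3.56 and 2.42, and those of DptA were 5.25, 5.17 and 4.53. Settings that called these genes in single groups were the following. Drs in mTET2-wt: DESeq2 (adjusted p = 0.00216), no filter on low counts, only the libraries compared and the fit without control replicate 1. Drs in mTET2-R43G: DESeq2 (adjusted p = 0.00999) and the fits without control replicate 1 or mTET2-R43G replicate 3. Drs in mTET2-R1261C: none. DptA in mTET2-wt: DESeq2 and only the libraries compared. DptA in mTET2-R43G: DESeq2, RLE size factors, no filter on low counts, filterByExpr, without ribosomal RNA genes, and without mTET2-R43G replicate 1 or 3. DptA in mTET2-R1261C: DESeq2 (adjusted p = 0.00510). DptB in mTET2-R1261C: DESeq2 (adjusted p = 0.0121). AttA in mTET2-wt: only the libraries compared (adjusted p = 0.0225). AttB in mTET2-wt: DESeq2 (adjusted p = 0.0387) and only the libraries compared (adjusted p = 0.00837). AttB in mTET2-R43G: DESeq2 (adjusted p = 0.0212). AttC in mTET2-wt: DESeq2, no filter on low counts and only the libraries compared. AttC in mTET2-R43G: DESeq2, no filter on low counts, filterByExpr and without mTET2-R43G replicate 3. AttC in mTET2-R1261C: DESeq2. TotA and TotB in mTET2-wt: DESeq2 (adjusted p = 0.0197 and 0.0498). The adjusted p-values over the alternatives ranged from 0.00216 to 0.177 for Drs in mTET2-wt, 0.00999 to 0.20 for Drs in mTET2-R43G, 0.00510 to 0.401 for DptA and 0.0121 to 0.323 for DptB in mTET2-R1261C, 0.0225 to 0.470 for AttA, 0.00837 to 0.379 for AttB, 0.0197 to 0.253 for TotA and 0.0498 to 0.191 for TotB in mTET2-wt, and 0.0212 to 0.322 for AttB in mTET2-R43G.

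The paper describes Dhc16F as downregulated, and CG33502, ich, hkb and Atg16 as upregulated, in 1 or both of the mutants relative to mTET2-wt. With the same test, Atg16 in mTET2-R1261C was the only DEG among these (1.80, adjusted p = 0.00213). Dhc16F had log2 fold changes of −5.03 and −5.55. It was called in mTET2-R43G by DESeq2, by DESeq2 without the control group and without mTET2-wt replicate 1, and in mTET2-R1261C by both DESeq2 fits, with no filter on low counts (adjusted p = 0.0485, in a range of 5.35e-06 to 0.410) and without mTET2-wt replicate 1. CG33502 in mTET2-R43G (3.27) was called by both DESeq2 fits, and in mTET2-R1261C (2.75) by DESeq2 without the control group only (adjusted p = 0.0398, in a range of 0.0398 to 0.793). ich in mTET2-R43G (3.02) and hkb in mTET2-R1261C (1.95) were called by both DESeq2 fits. Atg16 in mTET2-R43G had a log2 fold change of 0.81, under the minimum, with an adjusted p-value of 0.233, and of 0.00504 with DESeq2 (range 0.00504 to 0.566). The paper also describes the expression of hkb and ich as persisting in the mutants, and the upregulation of Atg16 and ich in mTET2-R43G as less explicit than in mTET2-R1261C. In mTET2-R1261C the log2 fold change of ich was −0.24 relative to mTET2-wt and 0.32 relative to control, and no alternative called it.

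The paper describes components of the JAK-STAT pathway as upregulated in the mutants. Of 11 components tested, 0 were DEGs relative to control in either mutant, with 3 higher genes at an unadjusted p-value under 0.05 in mTET2-R43G and 0 in mTET2-R1261C. It also describes neprilysin genes as upregulated in the mutants. With edgeR, 0 of the 23 tested were upregulated DEGs in either mutant, and Nepl4 was a downregulated DEG in both. At an unadjusted p-value under 0.05, 4 and 8 genes were higher. With DESeq2, adjusted p-values were 0.0201 for Nepl17 and 0.00671 for Nepl18 in mTET2-R1261C, and 0.0426 for Nep5 in mTET2-R43G.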

Other observations

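The tests of immune exposure, strain background, testis RNA, shares of the sexes, collection time and overlapping genes were chosen only after the results were seen.

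In each comparison with control, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs (149, 167 and 93). Other splits gave at most 0 DEGs in mTET2-wt and in mTET2-R43G and 31 in mTET2-R1261C. The median of the immune effector list was also largest in the real split, 1 of 10 in each group, with at most 0.84, 1.55 and 1.04 in the others. With 10 splits the share cannot go below 0.1, so that these splits by themselves do not decide on chance in a single comparison. For the mean of the 3 mTET2 groups, 1 of 100 splits drawn from the 220 into 3 and 9 libraries, the real one, gave as many DEGs (138 in a fit of 3 against 9 libraries, and at most 58 in the others). The 53 genes shared by the 3 groups were reached in 1 of 100 relabellings of the 12 libraries, the real one, and the others gave at most 0. The comparisons share the control libraries. Simulations of unchanged groups gave at most 0 shared DEGs. No group differs in these simulations, so that they cannot decide whether a difference of the control libraries alone made the overlap.

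The 53 shared genes separate control from all mTET2 flies, and 0 of them were DEGs between any pair of mTET2 groups (19 had an unadjusted p-value under 0.05). A shared effect of mTET2 and a difference in strain background between control and mTET2 flies cannot be told apart, because every mTET2 group differs from control in both. Effects in cis of a background difference on chromosome 2 alone were tested, since the landing site lies there. Of the shared genes, 47.2% (25) lie on chromosome 2, against 38.7% of the genes tested (two-sided Fisher's exact p = 0.206), and 28 lie elsewhere, which argues against such effects as the whole cause. By arm, 12 lie on 2L, 13 on 2R, 10 on 3L, 11 on 3R, 6 on X and 1 on Y. The marker genes w and y are among those on X, and reads from any copies carried with the transgenes would be counted on them.

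The immune effector genes varied together between libraries of the same group, with an estimated correlation of 0.179 in the comparison of mTET2-R43G with control. Unequal exposure of the cultures to microbes and an effect of mTET2 cannot be told apart, because a group's libraries may share a culture and the number of separate cultures is not known. The median log2 fold change of the list was 2.65, 2.14 and 1.19 for 18 members on 2R, and 2.13, 1.16 and 1.29 for 20 members elsewhere, in mTET2-wt, mTET2-R43G and mTET2-R1261C.

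Dhc16F, a gene of the testis list, was high in 2 of the 3 mTET2-wt libraries. The 5 other testis genes tested had a median log2 fold change of −0.45 in mTET2-wt relative to control, and 1 of them was higher. Testis RNA would bring the abundant transcripts of testis with it, such as those of the Mst and protamine genes. The summed level of the 15 other testis genes counted was 3.80 CPM in mTET2-wt and 5.13 CPM in control, a difference of −1.33 CPM (95% interval −2.99 to 0.34), while Dhc16F rose by 54.0 CPM. This argues against testis RNA as the source of that rise, whose cause stays open. Earlier forms of this test were replaced after their values were seen. Over all 6 genes tested, the medians were −0.25, 0.09 and −0.50 in mTET2-wt, mTET2-R43G and mTET2-R1261C (adjusted p = 0.996, 1.00 and 0.260 from camera), with 1 DEG in mTET2-wt (Dhc16F) and 0 in the mutants (0 and 1 with an unadjusted p-value under 0.05).

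Pools held males and females in equal ratios according to the paper. Different shares of the sexes would set yolk protein genes against roX genes. Over the 12 libraries these had a Pearson correlation of −0.395 (permutation p = 0.206) and a Spearman correlation of −0.497 (p = 0.105), and r was −0.321 without the 2 libraries farthest from the median. Different collection times would set per, tim and vri against Clk and cry, which had r = −0.429 (permutation p = 0.164) and rho = −0.406 (p = 0.191), and r = −0.530 without the 2 libraries. With both relations counted, the Benjamini-Hochberg adjusted p-values were 0.206 for r and 0.191 for rho. Neither explanation can be told apart from other variation between pools, because 12 libraries are too few for correlations of this size. The female list of 4 genes had medians of −0.47, −0.74 and −0.39 relative to control, and the male list of 7 genes of −0.50, −0.37 and −0.37 (−0.43, −0.20 and −0.25 with lower bounds), with 0 DEGs in either list. The adjusted p-values from camera were 0.459, 0.561 and 0.453 for the female and 0.117, 0.673 and 0.415 for the male list. The unadjusted p-value was under 0.05 for 1 female-list gene in mTET2-R43G and 1 male-list gene in mTET2-R1261C.

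Rel could not be tested. It had 0 counts in all libraries, and it lies wholly inside Nmdmc on the same strand (3R, 9044183 to 9047977 within 9042508 to 9050555). Read pairs were counted over whole gene bodies and left out where they overlapped more than 1 gene, so that no read pair from Rel could be counted, and its 0 counts say nothing about its expression. Of 1971 protein-coding genes that overlap another gene on the same strand, 48.6% had too few counts to be tested, against 15.3% of 11894 others (two-sided Fisher's exact p = 2.99e-215). For overlapping genes other than Rel, the counting is a candidate explanation of the low counts.

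Tet, the fly gene whose driver was used, had log2 fold changes relative to control of 0.22, 0.46 and 0.14 in mTET2-wt, mTET2-R43G and mTET2-R1261C (adjusted p = 0.377, 0.0360 and 0.705 from edgeR's quasi-likelihood test), below the minimum for a DEG. Those of Myd88 were 0.02, −0.03 and 0.06, and those of Stat92E were −0.01, −0.09 and 0.08.

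The remaining lists were tested relative to control in mTET2-wt, mTET2-R43G and mTET2-R1261C, with adjusted p-values from camera. The 9 circadian clock genes had medians of 0.18, 0.16 and 0.16 (adjusted p = 0.0787, 0.241 and 0.109), with 0 DEGs and 3, 2 and 1 genes higher at an unadjusted p-value under 0.05. This list holds per, tim and vri together with Clk and cry. A shift in clock phase would set these against each other, so that the list test cannot decide on one. The 16 fat body genes had medians of 0.13, −0.03 and 0.29 (adjusted p = 0.440, 0.775 and 0.109), with 0 DEGs. At an unadjusted p-value under 0.05, 2 were higher in each group, and 1, 2 and 0 were lower. The 14 haemocyte genes had medians of 0.04, −0.35 and 0.02 (0.02, −0.28 and 0.00 with lower bounds; adjusted p = 0.556, 0.561 and 0.405), with PPO1 as the only DEG, lower in mTET2-R43G. The 19 cuticle genes of young adults had medians of 0.09, 0.05 and −0.13 (0.11, 0.05 and 0.09 with lower bounds; adjusted p = 0.236, 0.241 and 0.0241). The call in mTET2-R1261C was for a higher list, against the sign of its median of −0.13, with 9 of the 19 genes higher, and it held neither under fry (0.163) nor with the estimated correlation (0.395). Of these genes, 3, 2 and 3 were upregulated DEGs (Edg91 and TwdlE in all groups, Cpr11B in mTET2-wt and mTET2-R1261C), and Lcp65Ac was a downregulated DEG in mTET2-wt.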
